# Separate brainstem circuits for fast steering and slow exploratory turns

**DOI:** 10.1038/s41467-025-58621-9

**Published:** 2025-04-03

**Authors:** Lulu Xu, Bing Zhu, Zhiqiang Zhu, Xingyu Tao, Tianrui Zhang, Abdeljabbar El Manira, Jianren Song

**Keywords:** Central pattern generators, Spinal cord

## Abstract

Locomotion requires precise tuning of descending commands to scale turning movements, such as rapid steering during prey pursuit or shallow turns during exploration. We show that these two turn types are governed by distinct brainstem circuits. The rapid steering circuit involves excitatory V2a and inhibitory commissural V0d neurons, distributed across different brainstem nuclei. These neurons are coupled via gap junctions and activated simultaneously, ensuring rapid steering through asymmetrical activation of spinal motor neurons. The recruitment of this circuit correlates more with the degree of direction change than with locomotor frequency. Steering neurons are, in turn, controlled by a subset of V2a neurons in the pretectum, activated by salient visual input. In contrast, slow exploratory turns are governed by a separate set of V2a neurons confined to fewer brainstem nuclei. These findings reveal a modular organization of brainstem circuits that selectively control rapid steering and slow exploratory turning during locomotion.

## Abstract (web summary)

How the brain controls movement direction, from quick steering to slow exploratory turns, remains poorly understood. Here, the authors show that two distinct brainstem circuits govern these turning patterns, highlighting a modular system that fine-tunes movement for speed and precision.

## Introduction

Locomotion is a universal motor behavior within the animal kingdom, guiding movements towards desired destinations^1–4^. Switching between different locomotor programs, from exploration to predation and escape, is a common feature of vertebrate behavior^5–9^. This requires a high degree of flexibility for precise and rapid adjustments in speed and direction^1,5,7,10^. Such flexibility enables necessary adaptations crucial for pursuing salient stimuli, such as moving prey, which requires rapid steering turns and quick changes in direction. Conversely, routine shallow turns facilitate exploration, seamlessly allowing trajectory adjustments during slower locomotion^11,12^.

Brainstem projecting neurons provide descending commands to initiate locomotion, which are then transformed into rhythmic locomotor patterns by spinal circuits^3,5,7,13–15^. These spinal circuits, owing to their modular organization, sequentially recruit motoneurons from slow to intermediate and then fast locomotion as the speed increases^16–22^. Emerging evidence suggests that locomotor speed is also encoded by the brainstem, with distinct circuits driving slow and fast locomotor movements^23^. Furthermore, turning gait asymmetry in mammals has been shown to be mediated by excitatory descending neurons in the medulla expressing the transcription factor Chx10 (Vsx2, V2a-Gi neurons)^24^. The activity of these neurons is in turn regulated by the basal ganglia through a specific pathway via a pontine nucleus, oral part (PnO)^25^. Similarly, Chx10 expressing neurons have been shown to be involved in turning in zebrafish^26^. In addition to speed changes, locomotion inherently involves trajectory changes that require precise tuning of the descending commands to scale turning movements in a task-specific manner, producing either rapid steering turns or routine shallow turns associated with exploration in an open environment^5,12^. A central question that has proven challenging to address is whether shared or segregated brainstem circuits encode rapid steering turns versus slow exploratory turns. Addressing this question requires accessing brainstem circuits at a single-cell resolution in behaving animals in vivo and understanding how they integrate within spinal circuits to produce different turn patterns for the desired behavioral outcomes.

In this study, we leverage the experimental accessibility of larval zebrafish, coupled with detailed behavioral, electrophysiological, and imaging analyses, to uncover the brainstem circuits encoding rapid steering and slow exploratory turns. Our findings reveal that the two turning patterns are governed by distinct, non-overlapping brainstem circuits. The rapid steering circuit is limited to a few neurons that are widely distributed across multiple brainstem nuclei. In contrast, the circuit controlling slow exploratory turns resides in fewer nuclei. The steering turn circuit consists of four pairs of V2a neurons distributed across three different nuclei, along with a pair of commissural V0d neurons. Together these neurons ensure the asymmetrical recruitment of ultra-fast primary motoneurons in the spinal cord. Neurons in this brainstem circuit, which encode rapid steering, receive salient visual inputs conveyed by specific V2a neurons in the pretectum. In contrast, the slow exploratory turn circuit is confined to two distinct brainstem nuclei, comprising eight pairs of V2a neurons.

Thus, our results show that separate sets of V2a neuron brainstem circuits govern rapid steering and exploratory turns. This modular organization adds a previously unknown dimension to the organization of brainstem circuits controlling locomotion, by revealing two distinct turning circuit modules and how their commands are integrated in the spinal circuits to encode the directionality of locomotion.

## Results

### Features of heading direction changes during swimming and steering

All modes of locomotion have the inherent ability to adjust their directionality through turns to avoid potential danger or pursue a target. To characterize the features of these turning movements, we used a high-speed camera to track swimming and turning in freely behaving larval zebrafish in response to optic flow (Fig. 1a, b). Two distinct turn patterns randomly occurred and could be distinguished. The first pattern was characterized by large asymmetrical changes in head and tail movement angles occurring over a short time that corresponds to rapid steering turns (Fig. 1c). The second pattern was marked by small changes in head direction while maintaining relatively symmetrical tail movements, which was typically associated with exploration during slow swimming^11,12^. We therefore referred to this as slow exploratory turn (Fig. 1c). Thus, zebrafish can flexibly adjust their head direction in response to asymmetrical optic flow by performing both fast steering and slow exploratory turns.

**Fig. 1:**
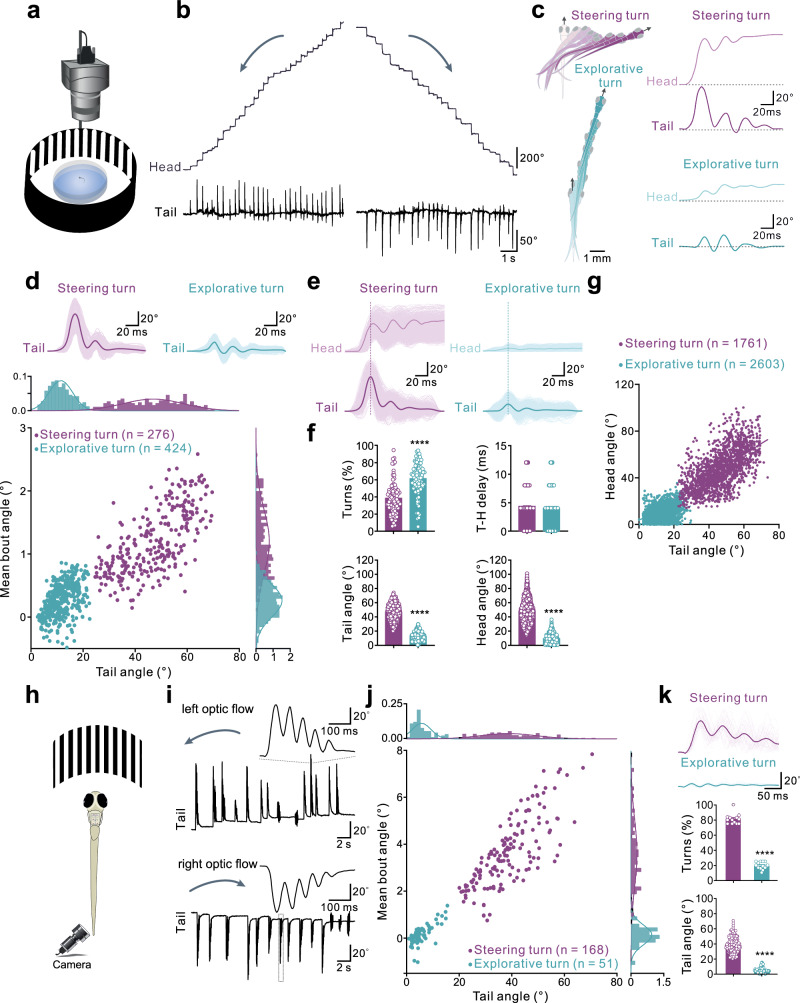
Classification of rapid steering and slow exploratory turns. **a** Setup with high-speed camera (250 fps) used to track optomotor response (OMR) induced by asymmetric optic flow. **b** Traces show cumulative heading direction change (upper) and tail bending amplitude (lower) during a 10-s OMR recording. **c** Left: Movement trajectories for steering turns (plum, upper) and explorative turns (blue, lower). Right: Example traces of heading direction change and tail bending angle. **d** Locomotor events classified via unsupervised Time Series K-means (TSKmeans) with Dynamic Time Warping (DTW) and supervised cubic k-nearest neighbors (KNN). Features: mean bout angle and maximum tail amplitude. Classifier differentiates steering turns (plum, upper left; 276 events, 7 fish) and explorative turns (blue, upper right; 424 events, 7 fish). Probability density displayed; each circle represents an event. **e** Larger dataset categorized using (**d**). Dashed lines show peak tail bending amplitude preceding heading change in both turn types. **f** Left upper: Turn occurrence (Paired t-test; *n* = 92 trials, 12 fish). Right upper: Time delay between peak tail bending and heading change (Mann–Whitney test; 92 events, 12 fish). Lower panels: Tail (left) and head angles (right) (Paired *t* test; steering turns: *n* = 1761, explorative turns: *n* = 2603). Circles represent individual events/trials. **g** Linear regression: significant correlation between tail bending amplitude and head direction change (*R*^2^ = 0.3916 for steering, 1761 events; *R*^2^ = 0.1163 for explorative, 2603 events; *N* = 12 fish). **h** Schematic of in vivo ventral side-up preparation with asymmetrical optic flow inducing turn movements recorded by a high-speed camera. **i** Turns generated in in vivo ventral side-up preparation. Dashed lines: example traces of left and right steering turns. **j** Classifier (as in **d**) categorized turn movements into steering (plum, 150 events, 6 fish) and explorative (blue, 68 events, 6 fish). Circles denote events. **k** Example tail angle traces within a single preparation (top; 3 trials, 1 fish; 58 events: 42 steering, 16 explorative). Middle: Turn occurrence (Mann–Whitney test; 13 trials, 6 preparations). Bottom: Tail angle for steering and explorative turns (Mann–Whitney test; 150 steering, 68 explorative; *N* = 6 fish). Plum = steering, blue = explorative. All data: mean ± SEM. Two-tailed *t* test: ****P < 0.0001, ns not significant. Each circle = individual trial.

To further determine the characteristics of these two turning patterns, we first used an unsupervised algorithm (Time Series k-means, see “Methods”) (Fig. 1d). Steering turns were characterized by large tail angles often exceeding 40°, while those of exploratory turns were always below 20° (Fig. 1d). The change in direction during both rapid steering turns and slow exploratory turns was initiated by asymmetrical tail bending, followed by changes in head direction angle (Fig. 1e, f). Rapid steering turns were characterized by large changes in both tail and head direction angles, which could be distinguished from those occurring during slow exploratory turns (Fig. 1f). Furthermore, there was a strong correlation between the tail angle and the amplitude changes in head direction (head angle) during rapid steering and slow exploratory turns (Fig. 1g).

To assess the brainstem circuits controlling the different turning patterns, we developed an in vivo head-fixed preparation with the ventral side up to further characterize turning movements (Fig. 1h). This preparation allows direct access and monitoring of the activity of ventrally located neurons during turning. Rapid steering-related turns were induced by the asymmetric optic flow, manifested as unidirectional large changes in tail bending (Fig. 1i). The supervised machine learning analysis revealed that these steering-related rapid turns were distinguished from swim-related exploratory turns, which were characterized by low-amplitude tail bending (Fig. 1j, k). The two turn patterns and their parameters in the ventral side-up preparation were similar to those induced in the dorsal side-up preparation (Supplementary Fig. 1a).

These results reveal two distinct turn patterns corresponding to rapid trajectory changes associated with fast steering and shallow routine turns associated with slow exploratory swimming. These two turn patterns are characterized by distinct kinematic features and directional changes, which are determined by asymmetrical changes in tail movements observed in both freely moving animals and those in head-fixed conditions.

### A distributed brainstem circuit encodes rapid heading direction change during steering

To determine the nature of the brainstem circuits encoding direction during rapid steering and slow exploratory turns, we used multiplane two-photon calcium imaging in head-fixed ventral side up preparation (Supplementary Fig. 1b). Brainstem neurons projecting to the spinal cord were identified following their retrograde labeling with a fluorescent dye injected into the spinal cord in the transgenic line Tg(*elavl3*:H2B-GCaMP6s) (Supplementary Fig. 1b). Rapid steering turns or slow exploratory turns were elicited by asymmetrical optic flow to the left or right, resulting in the activation of distinct neurons located in specific brainstem nuclei (Fig. 2a–f).

**Fig. 2:**
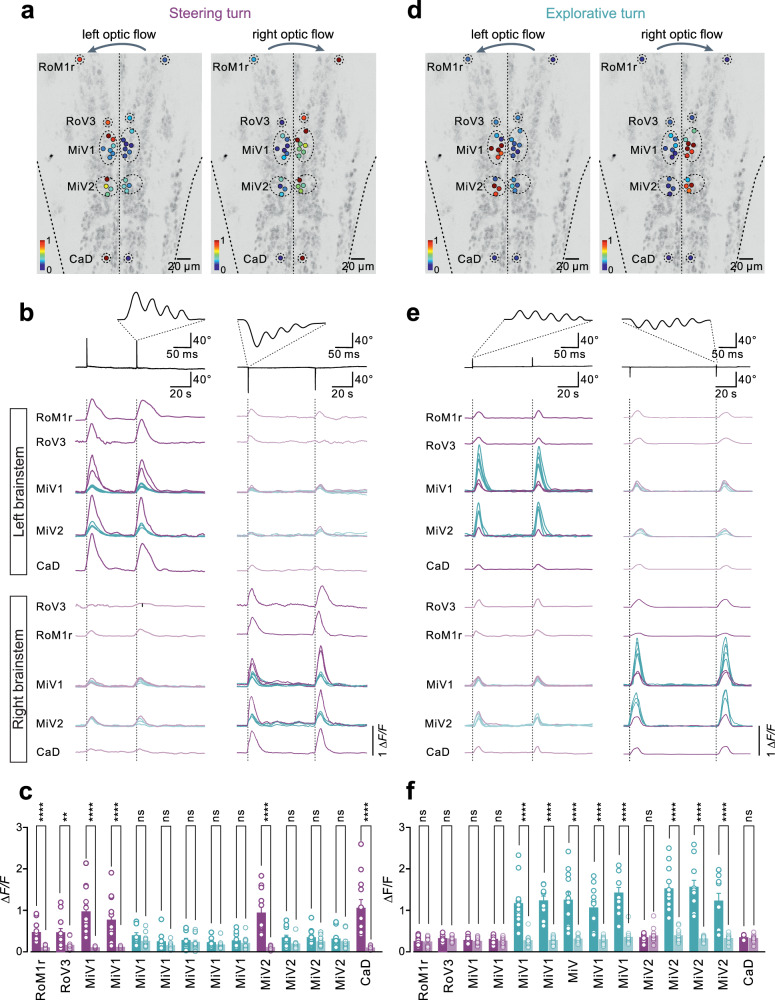
Distinct brainstem circuits encode steering turn and exploratory turn. **a**–**c** Graph showing soma distribution and activation intensity of spinal projecting neurons (SPNs) in distinct nuclei of the brainstem during rapid steering turns induced by left or right optic flow (**a**). Excitatory neurons were distributed across four brainstem nuclei (2 neurons in the rostral part of MiV1; 1 neuron in the rostral part of MiV2; 1 neuron in RoM1r, and 1 neuron in RoV3) and an inhibitory neuron (1 neuron in CaD). These neurons displayed significantly larger calcium responses during ipsilateral rapid steering turns, while the rest of the neurons showed weak or no response (**b**, **c**) (*N* = 12 fish; paired *t* test). **d**–**f** Graph showing soma distribution and activation intensity of SPNs in distinct nuclei of the brainstem during explorative turns induced by left or right optic flow (**d**). Excitatory neurons distributed across the caudal part of both MiV1 and MiV2 displayed significantly larger calcium responses during ipsilateral explorative turns, while the rest of the neurons showed weak or no response (**e**, **f**) (*N* = 12 fish; paired *t* test). The color saturation of each point indicates the normalized maximum *∆F*/*F* of this neuron (**a**, **d**). The color plum represents neurons that are active during steering turns, while blue indicates neurons that are active during explorative turns. The solid color depicts neurons that are ipsilateral to the direction of the turn, whereas the faded color represents neurons that are contralateral to the turn movements. Each circle corresponds to a single neuron. All data are presented as mean ± SEM. The statistical test used was two-tailed *t* test. ****P < 0.0001, *P* = 0.0053 for RoV3, ns denoting no significant difference.

Rapid steering turns were encoded by a sparse circuit of projection neurons distributed across five brainstem nuclei (1 neuron in RoM1r; 1 neuron in RoV3; 2 neurons in the rostral part of MiV1; 1 neuron in the rostral part of MiV2; and 1 neuron in a caudal nucleus CaD) (Fig. 2a–c and Supplementary Figs. 1c and 2). Conversely, slow exploratory turns were encoded by confined circuits restricted to two nuclei, MiV1 and MiV2 (Fig. 2d–f and Supplementary Fig. 2). Remarkably, the brainstem neurons encoding slow exploratory turns were distinct from those encoding rapid steering turns. They were located more in the caudal parts of MiV1 and MiV2 nuclei. These results show that the brainstem circuit for exploratory turns displayed non-overlapping activity and distribution compared to those encoding rapid steering turns (Fig. 2d–f).

### Molecular identity of circuit neurons for turning

In mice, brainstem neurons encoding turning correspond to V2a neurons characterized by the expression of the transcription factor Chx10^24^. Therefore, we sought to determine whether the neurons comprising the circuits for rapid steering and slow exploratory turns in larval zebrafish share molecular identity with those in mice. We performed retrograde labeling of brainstem neurons in the transgenic line Tg(*chx10*:GFP)^27^ and Tg(*glyt2:GFP*)^28^. The projection neurons in MiV1, MiV2 and RoV3 nuclei encoding rapid steering or slow exploratory turns all expressed the transcription factor Chx10 and correspond to excitatory V2a neurons (Supplementary Fig. 3a, b), while the neuron in the caudal nucleus, CaD, encoding only fast steering turns, expressed the transcription factor Dbx1 and correspond to glycinergic commissural V0d neurons. 

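For patch-seq, the content of a single neuron is drawn into a glass pipette and its RNA is amplified and sequenced. Neurons of the CaD nucleus, retrogradely labeled in Tg(Glyt2:GFP) larvae of 12 to 14 days, were collected in this way, and the files hold 8 libraries (M1, M2, M5, M6, M9, M11, M16 and M17), each from 1 cell of a different fish according to the labels. All 8 belong to the same group, and no other cell type was analysed here. The authors deposited FPKM values for 37287 features, of which 31901 carry a zebrafish Ensembl ID and 5386 carry only a running number. The files pair none of these IDs with a gene name, so no gene is named and no marker is read out. Because FPKM are whole read numbers divided by gene length and depth, the reads counted on features in each library were recovered from the values. They came to 47723986 in M1, 12800906 in M2, 10460736 in M5, 13761924 in M6, 10083385 in M9, 12786152 in M11, 9861756 in M16 and 11419525 in M17, with a median of 11419525 over the 7 libraries other than M1. As FPKM are defined per fragment and sequencing was paired, a counted read here may stand for a pair of reads.

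**Figure D1:**
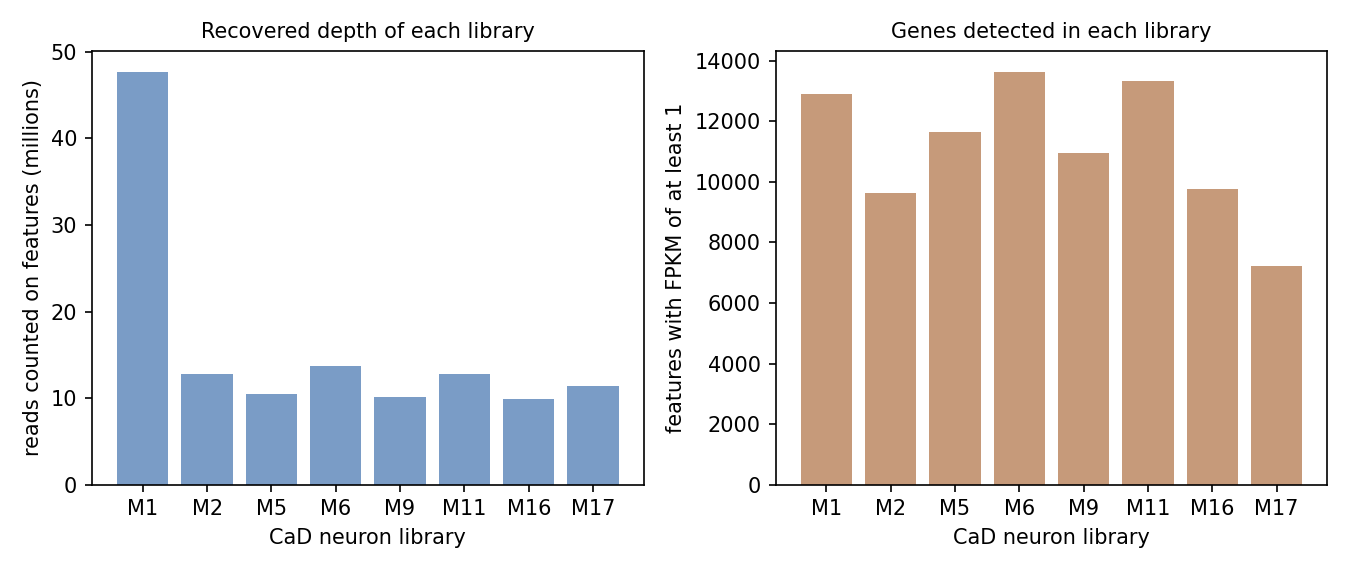
Reads counted on features (left, axis in units of 1e6 reads) and number of features with an FPKM of at least 1 (right) in each of the 8 CaD neuron libraries, 1 bar per library. M1 stands at 47723986 reads, while the other 7 libraries lie between 9861756 and 13761924.

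The read numbers of M1 were related to those of M11, M16 and M17. Of the 17836 features with at least 10 reads in these 3 libraries together, M1 had exactly their sum at 7785 (43.6%), more at 9438 and fewer at 613. The other 34 choices of 3 libraries gave an equal sum at 15.0% of features at most. M11, M16 and M17 together held 34067433 reads, 71.4% of the reads of M1. The number of detected features and the correlation between libraries are therefore given both for all 8 libraries and for the 7 without M1. An FPKM of at least 1 was reached by 11137.5 ± 2202.9 features per library (SD, n = 8; median 11303.5) and by 10885.7 ± 2251.7 without M1 (SD, n = 7; median 10971), from 7224 in M17 to 13643 in M6. A limit of FPKM 5 in place of 1 moved the median over 8 libraries most, to 5922, and that over the 7 without M1 to 6017. Across the 21514 features with an FPKM of at least 1 in at least 1 library, the Spearman correlation between libraries had a median of 0.577 over 28 pairs, with a range of 0.454 to 0.815. These correlations are across features, which are not independent replicates. The 21 pairs without M1 had a median of 0.559 and reached 0.712 at most. Taking only the 3743 features with an FPKM of at least 1 in every library moved the median over 28 pairs most, to 0.732; this alternative was computed with M1 included.

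**Figure D2:**
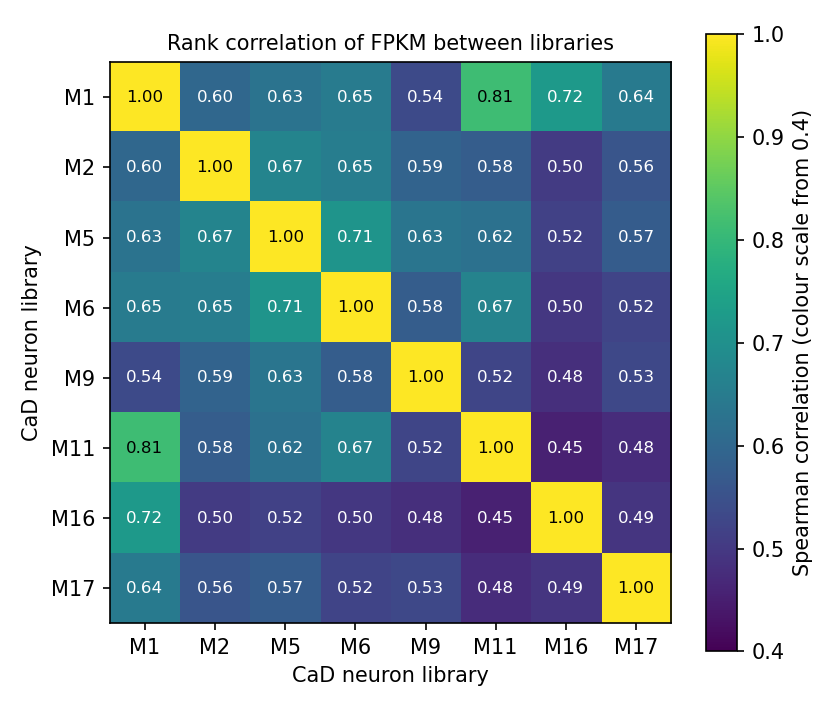
Spearman correlation of FPKM across features for each pair of the 8 CaD neuron libraries, with a colour scale that starts at 0.4. The highest value, 0.815, belongs to M1 and M11.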

The molecular identity of CaD neurons was further confirmed using patch-seq single-cell RNA sequencing^29,30^ (Supplementary Fig. 3c, d). These neurons express markers for glycinergic transmission and commissural V0d neuron identity.

These results show that two separate brainstem circuits encode direction changes during rapid steering and slow exploratory turns. The former is sparse and distributed across multiple brainstem nuclei, comprising mainly four pairs of V2a neurons and one pair of commissural inhibitory V0d neurons, while the latter is encoded by circuits confined to fewer nuclei comprising eight pairs of V2a neurons.

### A tuned recruitment of brainstem circuit neurons encoding rapid steering turns

While calcium imaging informs on the location and activity of neurons encoding rapid steering and slow explorative turns, it lacks the temporal resolution needed to determine the timing of the recruitment of individual neurons in the circuit. Therefore, we next used whole-cell patch-clamp recordings to more precisely determine the temporal relationship between the firing of brainstem circuit neurons and the angle of the turn movements (Fig. 3 and Supplementary Fig. 4). Consistent with the calcium imaging data, the two pairs of rostral V2a neurons in MiV1, one pair of rostral V2a neurons in MiV2, and the V0d neurons in CaD, were exclusively recruited during rapid steering turns, while they remained inactive during slow exploratory turns (Supplementary Fig. 4a–j). In contrast, the caudally located V2a neurons in both MiV1 and MiV2 nuclei were recruited only during slow exploratory turns, but not during rapid steering turns (Supplementary Fig. 4a–j).

**Fig. 3:**
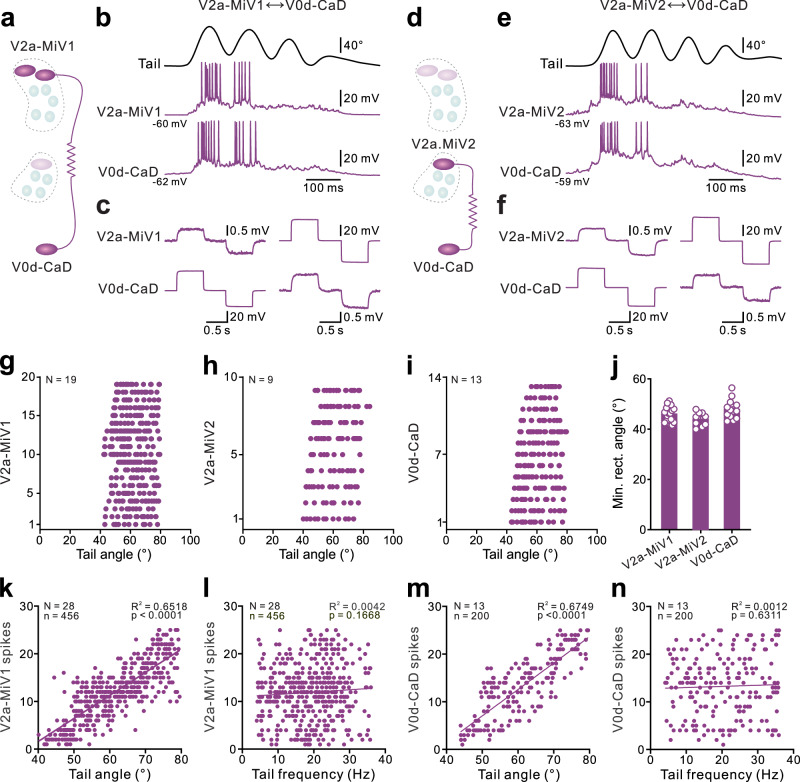
The recruitment of steering neurons was correlated to tail-bending amplitude. **a**–**c** Paired whole-cell patch-clamp recordings between a steering V2a neuron in the MiV1 and a steering V0d neuron in the CaD (**a**) reveal that the two neurons simultaneously discharged action potentials during an ipsilateral steering turn (**b**). The steering V2a and V0d neurons are electrically coupled through gap junctions (**c**). **d**–**f** Paired whole-cell patch-clamp recordings between a steering V2a neuron in MiV2 and a steering V0d neuron in CaD (**d**) reveal that the two neurons were simultaneously recruited during an ipsilateral steering turn (**e**). The steering V2a and V0d neurons are electrically coupled through gap junctions (**f**). **g**–**j** Graphs showing the recruitment tail angle for the steering V2a neurons in MiV1 (*N* = 19 neurons from 19 preparations, *n* = 318 events), MiV2 (*N* = 9 neurons from 9 preparations, *n* = 138 events), and the steering V0d neurons in CaD (*N* = 13 neurons from 13 preparations, *n* = 200 events) during a steering turn. Statistical graph showing the minimal recruitment angles for the above neurons in (**g**–**j**). **k**–**n** Graphs showing a linear relationship between tail angle and the number of action potentials generated in the recorded steering V2a neurons (**k**) and V0d neurons (**m**). No such relationship exists between tail beat frequency and the number of action potentials generated in the steering V2a neurons (**l**) and V0d neurons (**n**). A two-sided test was applied to determine the strength and direction of the correlation. The coefficient of determination (*R*^2^) represents the proportion of variance explained by the model, and the *P* value evaluates the statistical significance of the correlation. *P* < 0.05 was considered statistically significant.

We further revealed a strong relationship between the recruitment of V2a and V0d neurons encoding steering turns and the onset of rapid, large changes in tail angle (Fig. 3a–f). The recruitment of these steering-related V2a and V0d neurons was synchronized through bidirectional electrical synapses mediated by gap junctions, ensuring their simultaneous firing (Fig. 3c, f). This electrical coupling allows for their concurrent recruitment as a circuit during steering turns to enable rapid changes in direction. These steering turn neurons were activated only when the change in tail angle exceeded ~40° (Fig. 3g–j) and subsequently deactivated when tail angles fell below 40° (Fig. 3b, e). In addition, there was a strong correlation between the number of action potentials (Fig. 3k, m) or the amplitude of the calcium response (Supplementary Fig. 4k) generated by neurons in the steering turn circuit and the turn angles, as indicated by changes in tail bending. However, no correlation was observed between the number of action potentials in these neurons and the tail beat frequency during rapid steering turns (Fig. 3l, n).

### Necessity of the sparse, distributed brainstem circuit for rapid steering turns

The results described above show that a sparse, distributed brainstem circuit comprising excitatory and inhibitory neurons encodes rapid changes in direction during steering turns. To determine if this circuit is necessary for generating rapid steering turns, we ablated either the steering V2a and V0d neurons individually or collectively and then tested the behavioral performance in the ablated fish using asymmetrical visual flow (Fig. 4 and Supplementary Fig. 5). Unilateral ablation of steering V2a neurons in MiV1 and MiV2 nuclei selectively impaired rapid steering turns towards the side of the ablation but not towards the contralateral side (Fig. 4a–d and Supplementary Fig. 5a–d). A similar effect was observed following unilateral ablation of only the inhibitory V0d neuron (Fig. 4e–h and Supplementary Fig. 5e–h). Furthermore, simultaneous ablation of both the steering V2a and V0d neurons resulted in a more pronounced impairment of rapid steering turns, as animals were no longer able to produce large changes in heading directionality (Fig. 4i–l and Supplementary Fig. 5i–l). The population data showed that ablation of both excitatory V2a and inhibitory V0d neurons impaired rapid steering turns but did not affect slow exploratory turns (Fig. 4k, l and Supplementary Fig. 5i–l). These results show that a sparse and distributed brainstem circuit essential for encoding rapid steering turns and for achieving large angle changes in direction.

**Fig. 4:**
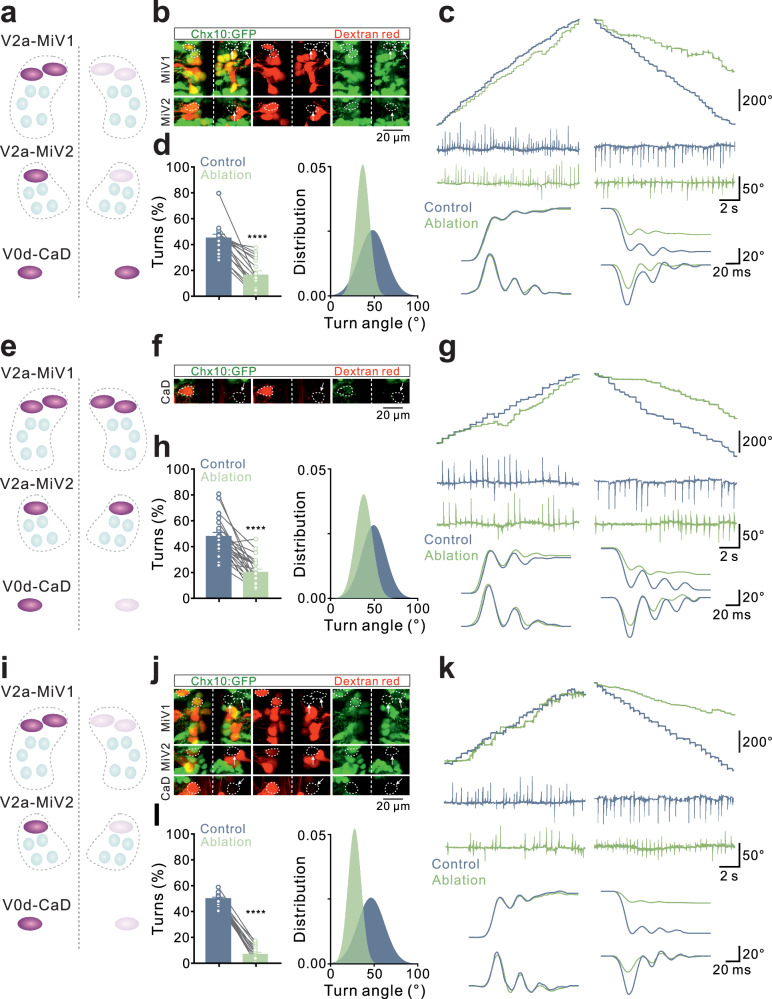
Ablation of brainstem steering neurons impaired steering turn. **a**–**d** Diagram showing unilateral ablation of the steering V2a neurons in the MiV1 and MiV2 nuclei (**a**). Image stacks showing unilateral ablation of the steering V2a neurons in the MiV1 and MiV2 nuclei as revealed by retrograde traceing in the Tg(*Chx10:GFP*) fish line (**b**). Unilateral ablation of the steering V2a neurons significantly reduced both the cumulative angle of heading direction change and the tail angle during ipsilateral steering turns, while leaving the contralateral side unaffected (**c**). Statistical analysis showing that, compared to the control group, there was a significantly decreased in the occurrence of steering turns and the distribution of of tail angle amplitude following the ablation of the steering V2a neurons (**d**) (Paired *t* test, *N* = 16 fish). **e**–**h** Diagram showing unilateral ablation of the steering V0d neuron in CaD (**e**). Image stacks showing the unilateral ablation of the steering V0d neuron in the CaD in the Tg(*Glyt2:GFP*) fish line (**f**). Unilateral ablation of the steering V0d neurons reduced the cumulative angle of heading direction change and the tail angle during the ipsilateral steering turn, but did not affect the contralateral side (**g**). Statistical analysis showing a significantly decrease in occurrence of steering turns and the distribution of the tail angle amplitude following ablation of the steering V0d neurons (**h**) (Paired *t* test, *N* = 22 fish). **i**–**l** Diagram showing unilateral ablation of the steering V2a and V0d neurons (**i**). Image stacks showing the unilateral ablation of steering V2a and V0d neurons that is confirmed by retrograde tracing in the Tg(*Chx10:GFP*) fish line (**f**). Unilateral ablation of the steering V2a and V0d neurons resulted in a reduction in the heading direction angle and the amplitude of the tail angle of the ipsilateral steering turn, but did not affect the contralateral side (**g**). Statistical analysis showing a significantly decreased in the occurrence of steering turns and the distribution of the of tail angle amplitude following ablation of the steering V2a and V0d neurons (**h**) (Paired *t* test, *N* = 25 fish). All graphs show mean ± SEM. The statistical test used was two-tailed *t* test. ****P < 0.0001, each circle representing a fish.

### Brainstem steering circuit connects to spinal motoneurons to control rapid change in head direction

To determine how the combined activation of excitatory and inhibitory neurons in the steering brainstem circuit generates rapid asymmetrical direction changes, we performed paired whole-cell recordings from the constituent neurons. Reconstructions of the morphology of excitatory steering V2a neurons showed that these neurons project ipsilaterally along the entire length of the spinal cord (Fig. 5a). In contrast, the inhibitory V0d neuron displayed axons that cross to the contralateral side of the brainstem before projecting along the entire contralateral spinal cord (Fig. 5e). The axons of both the excitatory and inhibitory neurons exhibited extensive collateral projections within each spinal segment (Fig. 5a, e). Paired whole-cell recordings from a steering V2a neuron and a spinal fast primary motoneuron revealed monosynaptic connections in the form of excitatory postsynaptic potentials (EPSPs) mediated via activation of ionotropic glutamate receptors (Fig. 5b, c). Activation of excitatory steering V2a neurons increased the firing frequency of ipsilateral primary motoneurons (Fig. 5d). In contrast, the inhibitory steering V0d neuron made monosynaptic connections with contralateral primary motoneurons, resulting in large inhibitory postsynaptic potentials (IPSPs) mediated by activation of glycinergic receptors (Fig. 5f, g). The activation of the inhibitory steering V0d neuron completely blocked the firing of contralateral fast primary motoneurons (Fig. 5h). The average synaptic delay of the connections between steering brainstem V2a neurons and the ultra-fast primary motoneurons was 0.8 ms, which is typical for monosynaptic connections. Thus, we reveal a brainstem-spinal circuit organization that controls steering turns underlying rapid directional changes. The simultaneous recruitment of excitatory and inhibitory steering neurons in the brainstem ensures an asymmetrical body bend by activating ipsilateral primary motor neurons while simultaneously inhibiting contralateral their counterparts, thereby enabling rapid steering turns.

**Fig. 5:**
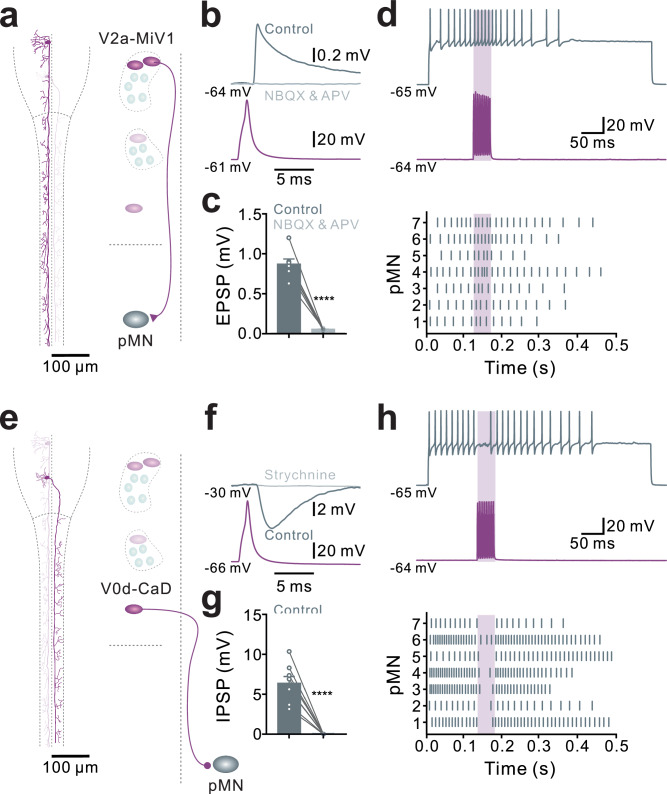
The steering V2a neurons project ipsilaterally to excite spinal motoneurons, while the steering V0d neurons project contralaterally to inhibit spinal motoneurons. **a**–**d** Reconstructed morphology of a steering V2a neuron projecting ipsilaterally along the entire length of the spinal cord (**a**). An action potential generated in the steering V2a neurons triggered EPSPs in the spinal primary motoneurons, which were blocked by the application of NBQX and AP5 (**b**; grey trace). The population data for **b** (**c**; Paired *t* test, *n* = 7 pairs from 7 preparations). The induced high-frequency firing in the steering V2a neurons increased the firing frequency of the discharging postsynaptic primary motoneurons (**d**; *N* = 7 pairs from 7 preparations). **e**–**h** Reconstructed morphology of a steering V0d neuron shows the axon crossing the midline at the brainstem and projecting contralaterally along the entire length of the spinal cord (**e**). An action potential generated in the steering V0d neurons triggered IPSPs in the recorded spinal primary motoneurons, which were blocked by the application of strychnine (**f**; grey trace). The population data for (**f**) (**g**; Paired *t* test, *n* = 8 pairs from 8 preparations). The induced high-frequency firing in the steering V0d neurons inhibit the firing of the postsynaptic primary motoneurons (**h**; *N* = 7 pairs from 7 preparations). All data are presented as mean ± SEM. The statistical test used was two-tailed *t* test. ***P < 0.001, ****P < 0.0001. Each circle represents a single neuron.

In contrast to the steering V2a neurons, the V2a neurons located in the MiV1 and MiV2 nuclei, which are responsible for slow exploratory turns, make excitatory synaptic connections exclusively with secondary motoneurons and not with primary motoneurons (Supplementary Fig. 6a–j). Laser ablation of the MiV1 and MiV2 V2a neurons that are active during slow turns significantly reduced the occurrence of exploratory turns while increasing the frequency of rapid steering turns (Supplementary Fig. 6k–o). This finding suggests the existence of a distinct brainstem-spinal cord circuit dedicated to slow exploratory turns, which operates in parallel with the circuit responsible for rapid steering maneuvers.

### Pretectal V2a neurons control the brainstem steering circuit

Visual input plays an important role in controlling heading directionality^31–35^. To determine the brain regions and the identity of neurons encoding visual information and driving brainstem steering circuits, we examined the calcium dynamics in neurons of three key visual processing regions: the pretectum, optic tectum and thalamus using multiplane two-photon calcium imaging in the Tg(*elavl3:H2B-GCaMP6s*) fish line (Supplementary Fig. 7a). Neurons in the pretectum uniquely displayed direction selectivity in response to asymmetrical optic flow (Supplementary Fig. 7b), while neurons in the optic tectum and thalamus were activated without any direction selectivity (Supplementary Fig. 7b, c). This is consistent with previous studies showing that direction-selective neurons in the pretectum integrate visual information from asymmetrical optic flow and are closely correlated with the optomotor response^36–39^. We further revealed that the direction selective pretectal neurons encode steering turns, not exploratory turns, underlying direction changes (Supplementary Fig. 8a–d). For steering turns, there was significantly asymmetrical activation of pretectal neurons with ipsilateral neurons being significantly more excited than the contralateral ones in terms of both the number of recruited neurons and the calcium change intensity (Supplementary Fig. 8b, c). There was a linear relationship between the amplitude of tail bending movement and activity intensity or the number of recruited neurons in the ipsilateral but not the contralateral pretectum (Supplementary Fig. 8d). However, during exploratory turns, neurons in both the left and right hemispheres of the pretectum were simultaneously activated by asymmetrical visual flow (Supplementary Fig. 8b, c).

We also found anatomical evidence that neurons of the brainstem steering circuit receive direct axon innervation from pretectal neurons. We used the freely available dataset of single neuron labeling (https://mapzebrain.org/atlas/3d) to analyze the axon-projecting regions of direction-selective pretectal projection neurons (PPNs). The majority of these neurons projected to the brainstem and sent their axons to the three nuclei, MiV1, MiV2 and CaD, forming a circuit for turning (Supplementary Fig. 9a). The density plot of soma locations revealed that these PPNs were predominantly located in the ventral pretectum (Supplementary Fig. 9a).

A key neuronal population of the ventral pretectum is V2a neurons (Fig. 6a), and therefore we examined if this population directs fast steering turn movements. We first examined the activity of pretectal V2a neurons during direction changes induced by asymmetrical visual flow using the Tg(*Chx10:Gal4;UAS:GCaMP6s*) fish line (Fig. 6a–d). During steering turns, there was asymmetric activation of pretectal V2a neurons in terms of both the number of recruited neurons and the calcium change intensity (Fig. 6c). The activation intensity and the number of recruited pretectal V2a neurons correlated linearly with the amplitude of turning movements (Fig. 6d). However, pretectal V2a neurons were bilaterally and symmetrically recruited during exploratory routine turns (Fig. 6b–d). Moreover, we investigated whether the brainstem steering circuit neurons were electrically coupled to the PPNs using dye coupling. Injection of a high concentration of neurobiotin through the patch pipette into the steering V2a and V0d neurons traced their dye-coupled V2a neurons distributed in the ventral pretectum (Supplementary Fig. 9b, c). The existence of electrical coupling between pretectal V2a neurons and steering V2a/V0d neurons was further confirmed using paired whole-cell recordings (Supplementary Fig. 9d). The induced EPSPs in the steering turn-related V2a neurons, triggered by pretectal V2a neurons, are mediated by mixed electrical and chemical synapses. The application of the gap junction blocker carbenoxolone reduced the electrical component of the EPSP (Supplementary Fig. 8e). These results indicate that pretectal V2a neurons are the main PPNs driving the neurons of the brainstem steering circuits via mixed electrical and chemical synaptic connections.

**Fig. 6:**
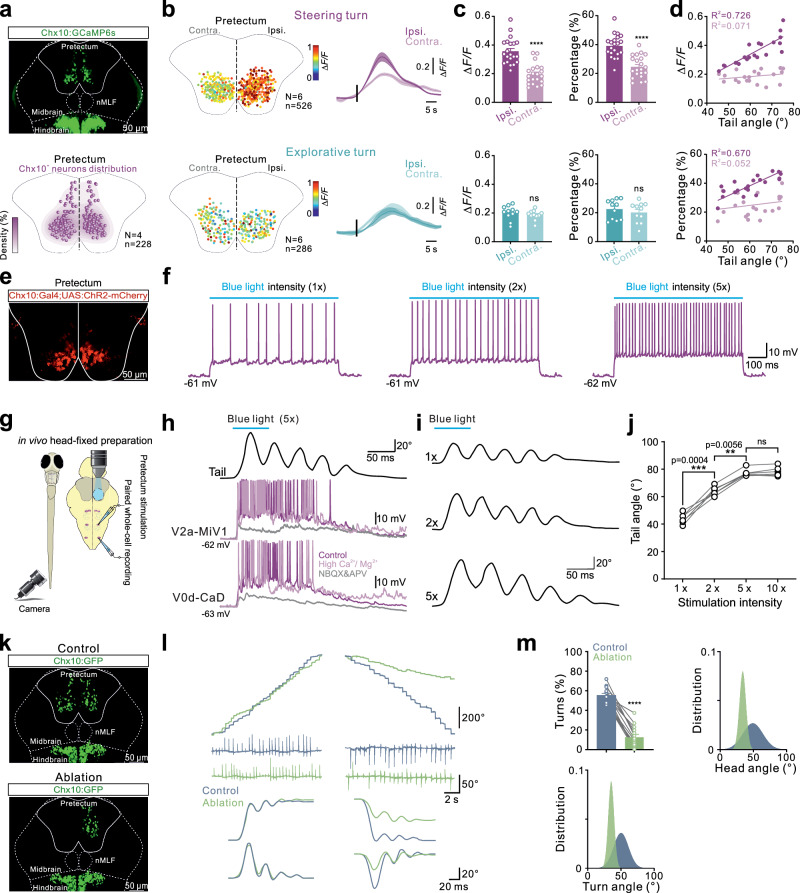
Pretectal V2a neurons drive brainstem steering circuit and generate steering turn movement. **a** Upper: Soma distribution of V2a neurons in *Tg(Chx10:GCaMP6s*). Lower: Statistical analysis of V2a soma distribution in the pretectum. **b**, **c**, Statistical analysis of soma distribution and response strength of recruited pretectal V2a neurons during steering (left upper; *n* = 526, *N* = 6) and explorative turns (left lower; *n* = 286, *N* = 6). Right upper: Ipsilateral pretectal V2a response significantly larger than contralateral during steering. Right lower: No significant difference during explorative turns. Population data (Unpaired *t* test, 21 trials from 6 fish for steering, 11 trials from 6 fish for explorative; circles = individual trials). **d** Calcium response (ΔF/F) and percentage of recruited ipsilateral V2a neurons showed a linear relationship with increasing tail bending amplitude during steering (21 trials, 6 fish; circles = individual trials). **e**, **f** ChR2-mCherry expression in pretectal V2a neurons. Optogenetic activation in *Tg(Chx10:Gal4; UAS:ChR2-mCherry*) in a light-intensity-dependent manner. **g**–**j** Experimental setup for optogenetic stimulation and high-speed recording (**g**). Stimulation of pretectal V2a neurons activated steering V2a and V0d neurons, inducing a steering turn. Neuronal firing persisted in high Ca²^+^/Mg²^+^ but was blocked by NBQX/AP5 (**h**). Tail angle amplitude increased with blue light intensity until plateau (**i**, **j**; one-way ANOVA, *N* = 6 fish; circles = individual preparations). **k**–**m** Stacked images of pretectal V2a neuron ablation in *Tg(Chx10:GFP*; **k**). Unilateral ablation reduced cumulative heading direction changes and tail angle during ipsilateral steering but not contralateral turns (**l**). Steering turn occurrence significantly decreased post-ablation (Paired *t* test, *N* = 14 fish). Fish failed to generate ipsilateral steering turns, producing only swim-related turns after ablation (**m**; *N* = 14 fish; circles = individual preparations). All data: mean ± SEM. Two-tailed *t* tests: ****P < 0.0001, ***P < 0.001, **P < 0.01, ns not significant.

During steering turns, the ipsilateral pretectal V2a neurons exhibited significantly larger calcium responses compared to their contralateral counterparts, indicating that unilateral activation of pretectal V2a neurons induces ipsilateral steering turns (Supplementary Fig. 8). Next, we used the in vivo dorsal-up preparation (Fig. 6e–j) to assess the impact of unilateral activation of pretectal V2a neurons on brainstem steering circuit neurons and steering turn movements. We used a transgenic line, Tg(*Chx10: Gal4; UAS: ChR2-mCherry*), in which channelrhodopsin was selectively expressed in V2a neurons (Fig. 6e). Unilateral optogenetic stimulation of the ventral pretectum activated the recorded V2a neurons, whose firing rate increased in response to the intensity of light stimulation (Fig. 6f). Optogenetic activation of unilateral pretectal V2a neurons elicited a large excitatory drive in the ipsilateral steering V2a and V0d neurons, which persisted in a high Ca^2+^/Mg^2+^ solution but was blocked by NBQX and APV (Fig. 6g, h). Furthermore, optogenetic activation of unilateral pretectal V2a neurons reliably generated steering turns but not exploratory turns (Fig. 6i, j). The amplitude of tail bending underlying steering turns increased with the intensity of the light stimulation (Fig. 6i, j). These results were further confirmed by electrical stimulation of the ventral region of the unilateral pretectum, which generated large excitation in the brainstem steering V2a and V0d neurons and reliably produced steering turns in an intensity-dependent manner (Supplementary Fig. 9f–i). Finally, we showed that unilateral ablation of pretectal V2a neurons impaired the ability of fish to generate ipsilateral steering turns underlying rapid direction changes but did not affect direction changes on the contralateral side of the ablation (Fig. 6k–m and Supplementary Fig. 10). The percentage of occurrence, tail angles and head angles for the ipsilateral rapid steering turns decreased significantly after laser ablation (Fig. 6m and Supplementary Fig. 10).

These results provide a causal relationship between the activity of pretectal V2a neurons and their role in transforming visual information into steering commands that are conveyed specifically to brainstem circuits controlling rapid direction changes. Thus, the pretectum-brainstem steering circuit serves as a sub-feature of visual system that directs movement trajectory.

## Discussion

Turning movements are essential for vertebrates to flexibly control their direction of movement. Sharp turns facilitate rapid trajectory changes, while shallow turns enable slow, exploratory behaviors^11,12^. In their exploration of the environment, zebrafish primarily exhibit slow swimming behavior, characterized by frequent directional changes through shallow, exploratory turns^11^. However, sudden changes in direction are produced by rapid and large steering turns^12^. Two circuit organizations can be envisioned for controlling these turning patterns. The first is a unified circuit that adjusts its activity to match the turn angle to the behavioral necessity for both rapid steering and routine exploratory turns. The second is a two-circuit module organization, where the two turning patterns are encoded by distinct circuits, forming two parallel descending pathways to generate either rapid steering turns or slow exploratory turns.

By combining behavioral analysis, electrophysiology, functional imaging, and optogenetics, we have resolved the circuit underpinnings for rapid steering turns and shallow exploratory turns. Our results first show that these two turning patterns can be behaviorally distinguished based on their kinematics. Rapid steering turns were characterized by large changes in tail angles, often exceeding 40°, while slow shallow turns were associated with small changes in tail angle, consistently remaining below 20°. These slow, shallow turns typically occur during slow exploratory swimming^11,12^. Furthermore, our results reveal a two-circuit modular organization in which the two turn patterns are encoded by distinct brainstem circuits. Rapid steering turns are encoded by a sparse brainstem circuit consisting of four pairs of V2a neurons and one pair of commissural V0d neurons, which are distributed across separate nuclei. These turns are generated by strong activation of ipsilateral ultra-fast primary motoneurons by descending V2a neurons, accompanied by simultaneous inhibition of the corresponding contralateral motoneurons. Ablation of these neurons impaired the execution of rapid steering turns while leaving slow exploratory turns unaffected. In contrast, slow exploratory turns associated with slow swimming are encoded by eight pairs of V2a neurons confined to two distinct brainstem nuclei. These turns are generated by an asymmetrical imbalance of activity between the V2a neurons on either side of the brainstem, without involving simultaneous inhibition. Ablation of these neurons impaired the execution of slow exploratory turns while not affecting rapid steering turns. Our results reveal a previously unknown modular organization of brainstem circuits that control both steering and exploratory turns, as well as the directionality of locomotion in vertebrates.

Locomotion initiation, speed control, termination, and directionality are orchestrated by descending brainstem neurons^1,3,5,7,13,23,40,41^. These neurons convey specific commands to spinal circuits to generate movements with precise timing, force, and trajectory^14,24,30,42–47^. However, understanding the organization and precise connections of these brainstem command neurons with spinal neurons has been challenging due to the complexity of brainstem nuclei. By leveraging a combination of techniques, we have uncovered the true organization of two brainstem circuits and their connections to spinal motoneurons for controlling different turn patterns. Our results show that inhibitory and excitatory steering brainstem neurons function as an ensemble, coupled by gap junctions, to generate sharp steering turns. The recruitment of these steering command neurons is correlated with the amplitude of direction change rather than locomotor frequency. Traditionally, it has been widely accepted that descending excitatory commands are fundamental in setting locomotor parameters^6^. However, the role of inhibitory descending commands in locomotion has received less attention. Our findings reveal that inhibitory brainstem steering neurons project axons across the midline to inhibit contralateral spinal ultra-fast primary motoneurons. Their temporal burst firing can promptly halt the discharge of contralateral spinal motor neurons, facilitating relaxation of the contralateral axial muscle and promoting body bending. Moreover, excitatory brainstem steering neurons act synergistically with their inhibitory counterparts by directly exciting ipsilateral spinal motoneurons, inducing powerful contractions of axial muscles on the turn side. Laser ablation of both inhibitory and excitatory brainstem steering neurons significantly impaired rapid steering turns, without affecting shallow routine turns during swimming. This underscores the crucial role of inhibitory descending commands, which appear to be as essential as excitatory commands in steering locomotion.

In vertebrates, including mammals, the optic tectum (referred to as the superior colliculus in mammals) has been identified as the visual processing center that potentially drives brainstem nuclei to achieve locomotor asymmetry^32,35,48–58^. In lampreys, the brainstem-projecting neurons located in the deep layers of the tectum are responsible for selecting either an escape response triggered by fast looming stimuli or an orienting response induced by slow looming stimuli^48^. In zebrafish, distinct subpopulations of tectal projection neurons, revealed by optogenetic mapping and single-cell atlas of the tectum, encode escape and approach behaviors, respectively^33^. Optic flow provides animals with information about their own actions in relation to their surroundings, which is crucial for the proper control of heading direction of self-motion^59,60^. Consequently, the asymmetric optic flow stimuli can continuously induce changes in heading direction and turning movements in both lampreys and zebrafish^36,37,50,51,61,62^. A subset of neurons in the pretectum that serve as direction-translation neurons, receiving synaptic inputs from direction-selective retinal ganglion cells (RGCs) that detect the visual flow^33,34,36,37,50,51,61,62^. However, the identity of pretectal direction-selective neurons and their role in translating visual information into the required locomotor commands have remained elusive. Our results now show that V2a neurons in the ventral pretectum process the asymmetric visual flow. These neurons project axons ipsilaterally across the brainstem to form monosynaptic glutamatergic synapses and gap junctions with brainstem circuit neurons that encode steering turns. These pretectal V2a neurons are crucial for encoding the steering turns underlying rapid changes in direction. Optogenetic activation of these pretectal V2a neurons simultaneously recruits both excitatory and inhibitory brainstem circuit neurons, generating rapid steering turns. Increasing the intensity of electrical and optogenetic stimulation in a gradual manner mimicked the recruitment pattern of pretectal neurons, resulting in progressively greater amplitudes of head direction changes and tail bending. Conversely, ablation of these pretectal neurons impairs sharp steering turns without affecting slow exploratory turns. This is consistent with a previous study demonstrating that the pretectum is crucial for visually-induced acute turns in lamprey^63^. Thus, our findings demonstrate that the neural circuits formed between the pretectum and brainstem faithfully transform direction-related visual information into steering turning movements. Our results show that the optic tectum and thalamus do not show any bias in their activity on the two-sides of the brain in response to asymmetric visual flow. These regions could process other types of visual information such as looming to produce turning movements.

Studies in mice have revealed that V2a neurons in the nucleus gigantocellularis (Gi) control locomotor asymmetry^5^. These neurons serve a dual function: bilateral activation halts locomotion^64^, while unilateral stimulation biases locomotor direction and induces turning^24^. The turning pattern and stopping are encoded by different V2a-Gi neurons that target distinct parts of the spinal cord along the rostrocaudal axis^24,64,65^. The V2a-Gi neuron population is not uniform but consists of distinct subsets that are anatomically and functionally specialized for specific spinal targets. Cervical-projecting V2a-Gi neurons control head yaw rotation and subsequent changes in trajectory without causing locomotor arrest, while lumbar-projecting V2a-Gi neurons trigger a rapid locomotor arrest without head rotation or directional changes^65^. However, how the turning and stopping commands are decoded within the spinal circuits remains unclear. It has been shown that brainstem-descending V2a neurons are pivotal in the postnatal development and refinement of locomotor behaviors^66^. The involvement of brainstem V2a neurons in turning behavior in zebrafish was previously reported by Huang et al.^26^, who found that ablation of specific neurons affected turning behavior. Our study adds missing aspects to the understanding of locomotor direction control. First, turning behavior can be deconstructed into rapid steering associated with sharp changes in direction and shallow routine turns associated with exploratory swimming. Second, these two turning patterns are encoded by distinct brainstem circuits involving separate V2a neurons, even when located within the same nucleus. Third, steering turns require not only ipsilateral excitation of ultra-fast motoneurons in the spinal cord but also simultaneous descending inhibition of contralateral motoneurons. In contrast, slow exploratory turns are encoded merely by asymmetrical activation of descending V2a neurons. Thus, our results show that the control of turning angles is not simply a matter of increasing activation of a single brainstem circuit but relies on two distinct circuits, each computing turning in a specific way. There is a significant degree of conservation in the molecular identity of the neuronal types encoding turning between fish and mammals. Therefore, it is likely that separate parallel brainstem circuits exist, in addition to V2a-Gi neurons, to control steering, as revealed in our study.

## Methods

### Animals

Zebrafish (*Danio rerio*) were raised and maintained using an automatic fish-housing system in a zebrafish facility at Tongji University as described previously^16^. Both wild-type and several transgenic zebrafish lines were utilized in this study, including Tg(*Glyt2:GFP*)^28^, Tg(*Chx10:GFP*)^27^, Tg(*elavl3:H2B-GCaMP6s*)^40^, Tg(*Tol-056:GFP*)^67^ and Tg(*Chx10:Gal4;UAS:ChR2-mCherry*)^68^. Zebrafish larvae, aged 12-14 days post-fertilization (dpf), were used for experiments that were conducted at room temperature (24–26 °C). All experimental protocols were approved by the Animal Use Committee of Tongji University and performed in accordance with laws and regulations in China.

### Behavioral recording in free-swimming zebrafish

Free-swimming larval zebrafish were placed in a Petri dish within a soundproof behavioral box, where they acclimated for 20 min before the experiments. Illumination was provided under the dish using a white LED panel, and the zebrafish were exposed to asymmetrical grating drift as visual stimuli (1 cm stripe, rotating at 0.9 rad/s). The Petri dish with a radius of 4 cm was positioned 2 cm away from the grating apparatus. Behavioral responses were captured by a high-speed camera (MC1362, Mikrotron) equipped with a lens (HC3505A, CHIOPT) and operating at 250 fps. The camera was connected to a DVR Express Core 2 acquisition system (IO Industry) and controlled via CoreView software. Each experiment consisted of four 25-s trials, two with clockwise and two with counterclockwise visual stimulation. Each trial was separated by a 10-min interval to prevent habituation.

### In vivo preparation

An in vivo preparation with intact eyes was established for detecting the activity of single neurons during turning movement using either whole-cell patch-clamp recording or two-photon imaging. To visualize the neurons of the MiV and CaD nuclei, animals were anesthetized with 0.03% tricaine methane sulfonate (MS-222, Sigma-Aldrich) solution. Subsequently, dextran tetramethylrhodamine 3000 MW (D3307, Thermo Fisher) was injected into the 16–17th segments of the spinal cord using dye-soaked pins. The fish with tracer injection was left overnight in darkness to ensure effective retrograde transport. Subsequently, the fish were deeply anesthetized in a HEPES solution containing 0.03% MS-222 and eviscerated. The dorsal-up or ventral-up positioned fish were immobilized with tungsten needles at the mouth and otic regions. Using tungsten needles, the skull at the hindbrain was carefully opened, and the bone were gently removed with forceps to fully expose the dorsal area of the hindbrain. A horizontal incision was then made along one otic region underneath the brain, extending to the opposite side. The skull or the bones wrapping the hindbrain was removed to completely expose the entire hindbrain. The dissection was carefully and gently performed to avoid compressing or damaging the brain tissue while retaining the intact eyes and tail. The preparation was continuously perfused with the HEPES solution (in mM: 134 NaCl, 2.9 KCl, 2.1 CaCl_2_, 1.2 MgCl_2_, 10 HEPES, 10 glucose, pH 7.8 adjusted with NaOH, osmolality 290 mOsm). No pharmacological agents were used to block neuromuscular junctions, ensuring free tail movements during experiments.

For the in vivo preparation for double whole-cell patch-clamp recordings, we used the Tg(*Tol-056:GFP*) fish line, which expresses GFP in spinal primary motoneurons. The ultra-fast motor neurons correspond to primary motor neurons identified by GFP expression and their large cell bodies. The spinal cord at segments 9–10th was exposed for visualizing spinal neurons^40^. The preparation was transferred to a Sylgard-coated recording chamber and positioned ventral side up for easy access to the neurons in MiV1, MiV2 and CaD nuclei in the hindbrain. The dissected spinal segments were placed in a lateral-up position, and two fine tungsten pins were inserted through the notochord at the 6th and 13th spinal segments into the Sylgard layer of the chamber facilitating close proximity of recording electrodes to motoneurons in the spinal cord. To better perform the whole-cell patch-clamp recording, the preparation was further fixed in Vaseline leaving the exposed hindbrain and spinal cord uncovered.

### Behavioral recording in in vivo head-fixed preparation

After a 30-min recovery, asymmetric optic flow to the left or right were presented in front of the in vivo head-fixed preparation at a speed of 0.9 rad/s. Each trial lasted for 1 min and a 10-min interval was applied between trials to prevent habituation. The tail movements were recorded using a high-speed camera (MV-SUA133GC, Mindvision) at 250 fps, outfitted with a lens (XF-MH02X149, Canrill).

### Behavioral analysis

The recorded videos were processed using ZebraZoom^69^ to automatically identify and analyze head and tail movements induced by optic flow. The locomotor parameters such as head direction change or tail bending were further characterized using MATLAB scripts. Each bout was identified by locating the peak of the tail angle and its corresponding time (referred to as f1) using the find-peak function. The ten frames preceding f1 (including f1) and thirty frames after f1 were included to define a bout event. For each bout, we obtained the traces of head and tail angle changes over time. Classification was based on the parameters of the tail angle curve, which initially clustered them into rapid steering turn and exploratory routine swimming turn by using an unsupervised Time Series k-means (TSkmeans) algorithm^70^, with Dynamic Time Warping (DTW) employed as the distance metric. This preliminary categorization was refined by annotating the bouts derived from the original video recordings. Subsequently, supervised learning techniques were employed using the Classification Learner Application in MATLAB. We utilized the cubic KNN (k-nearest neighbors) learner as it consistently produced the best classification accuracy. We leveraged a cubic KNN learner, incorporating the mean bout angle (defined as the integral of the tail oscillations of the locomotor bout) and tail angle (maximum tail amplitude of the first cycles) as key features for each locomotor bout. This integration of unsupervised classification labels with video annotation benefited the training of the cubic KNN learner, resulting in a classifier. All locomotor bouts in this study were analyzed and then classified using this classifier. On each axis, the probability density function was displayed for the two types of turning movements.

### Electrophysiology

Whole-cell patch-clamp recordings were performed on either GFP-positive motoneurons (MNs) or retrogradely labeled brainstem projecting neurons. The intracellular solution contained (in mM): 120 K-gluconate, 5 KCl, 10 HEPES, 4 Mg_2_ATP, 0.3 Na_4_GTP, 10 Na-phosphocreatine (pH 7.4, adjusted with KOH and osmolality 275 mOsm). These neurons were visualized using a fluorescence microscope (Scientifica) equipped with IR-differential interference contrast optics and a CCD camera with frame grabber (QIMAGING). Electrodes for whole-cell recording were advanced into the brain or spinal cord using a motorized micromanipulator (Scientifica) while applying constant positive pressure. Intracellular signals were amplified with a MultiClamp 700B intracellular amplifier (Molecular Devices) and low-pass filtered at 10 kHz. No bias current was injected into the recorded neurons when performing whole-cell recordings. A square current pulse was injected into the recorded neurons to determine their firing threshold. Single short duration current pulses (1 ms) were used to stimulate presynaptic neurons in brainstem nuclei and excitatory postsynaptic potentials (EPSPs) or inhibitory postsynaptic potentials (IPSPs) were recorded in spinal motoneurons. Electrical coupling was tested by injecting positive and negative current pulses among neurons in brainstem nuclei. The excitatory nature of the chemical synaptic transmission was determined by using NBQX (20 μM, Sigma) and APV (50 μM, Sigma) and the inhibitory nature of the chemical synaptic transmission was determined by using strychnine (1 μM, Sigma). The firing threshold of each neuron was determined from the measured membrane potential at which the *dV/dt* exceeded 10 V/s. A suprathreshold current with a 50 ms duration was injected into the neurons in the brainstem nuclei while recording the discharging spinal motoneurons. This allowed us to determine whether the neurons in brainstem nuclei increased or decreased the firing of spinal motoneurons. Video recording of tail movement at 250 fps was triggered simultaneously with the electrophysiology recordings by the NI-5734 digitizer (National Instruments) AUX I/O port.

### Single-cell sequencing

Neurons in the CaD nucleus were visualized in the Tg(*Glyt2:GFP*) fish line by retrograde labeling using Dextran Tetramethylrhodamine (3000 MW), collected with a glass pipette, and then transferred to a lysis buffer solution^30^. Total RNA was extracted using the SMART-Seq v4 Ultra Low Input RNA Kit. RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA-Seq libraries for each sample were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina, following the manufacturer’s recommendations. The library quality was assessed on the Agilent Bioanalyzer 2100 system. Libraries were sequenced on an Illumina NovaSeq 6000 platform, generating 150 bp paired-end reads for each sample. Raw data of fastq format were firstly processed using in-house Perl scripts. HTSeq v0.6.0 was used to count the read numbers mapped to each gene. Gene expression level was estimated by FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) based on the length of the gene and reads count mapped to this gene.

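An FPKM of 1 stood for different numbers of reads in different libraries. At the median recovered feature length of 1450 bases it corresponded to 14.3 reads in M16 and 20.0 in M6, the lowest and highest of the 7 libraries without M1, and to 69.2 reads in M1. FPKM summed to between 572073.2 and 672549.6 per library and so did not add up to the same total. Of all features, 9790 were listed at 0 in all 8 libraries. A single feature, ENSDARG00000080337, had the highest median FPKM. It took between 21.8% of the counted reads in M6 (95% Wilson confidence interval 21.76 to 21.80%) and 56.8% in M17 (56.81 to 56.87%). These intervals cover counting error only, since amplified reads are not independent molecules. Among the 5 features with the highest median FPKM, the widest range between libraries was that of ENSDARG00000036186, from 488 FPKM in M5 to 36649 in M1, a 75.1-fold difference.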

### Multiplane two-photon calcium imaging

For two-photon calcium imaging, the ventral-up or dorsal-up in vivo preparations were used to detect the calcium response of individual neurons in the brainstem or pretectum. The in vivo preparation was placed under a two-photon microscope (Scientifica) equipped with IR-differential interference contrast optics and a CCD camera with frame grabber (QIMAGING). The calcium responses was measured in brainstem projecting neurons identified by retrograde labeling or neurons in pretectum in Tg(*elavl3:H2B-GCaMP6s x mitfaw2-w2:roya9-a9*). The Tg(*chx10:GCaMP6s*) fish line was also used to measure the activity of pretectal V2a neurons during asymmetric optic flow. We used resonant scanning with a laser at 900 nm for calcium dynamics and 850 nm for retrograde labeling. The imaging area was scanned at four planes with a frame rate of 7–8 volumes per second, and a 30 frames per second (512 × 512 pixels) image was acquired. Images were acquired at 512 × 512 pixels for calcium imaging of the hindbrain and spinal cord. Imaging data were acquired using LabView (National Instruments) and analyzed with custom-written MATLAB scripts. Videos were recorded with a high-speed camera at 250 fps and synchronized with calcium imaging using the NI-5734 digitizer.

### Laser ablation

For the laser ablation experiments, fish were initially anesthetized with 0.03% MS-222 and embedded dorsally up with 3% low-melting agarose (Sigma-Aldrich) in a recording chamber. They were perfused with system water containing 0.03% MS-222^30,40^. The chamber was placed on the stage of a two-photon microscope (Scientifica). A two-photon laser (Coherent laser Ultra II) operating at an 80 MHz repetition rate and a pulse duration of less than 140 fs was applied. The microscope was equipped with IR-differential interference contrast optics and a CCD camera with a frame grabber (QIMAGING) to specifically target and ablate unilateral V2a and V0d neurons in brainstem nuclei or pretectal V2a neurons. The ablation experiments were performed in four ways: (1) unilateral ablation of V0d neurons in CaD only; (2) unilateral ablation of steering V2a neurons in MiV1 and MiV2; (3) unilateral ablation of both steering V2a and V0d neurons in MiV1 and MiV2; (4) unilateral ablation of pretectal V2a neurons. High-power single laser pulses (duration: 10–20 ms) were focused with a 0.8 NA ×40 objective (Olympus) on the above-mentioned neurons. The laser power was set to approximately 100–200 mW, as measured with a power meter under the objective. The ablation was indicated by brief high-intensity flashes and verified through the permanent loss of fluorescence confirmed using IR-differential interference contrast and a CCD camera. The success of the ablation procedure was rechecked the next day to confirm the loss of fluorescence. After ablation, the animals were released and allowed to recover for 2–4 h in fish water at room temperature. Behavioral experiments were conducted before and after ablation, with both control and ablated groups undergoing two trials each. Behavioral results were analyzed pre- and post-ablation in each fish.

### Immunohistochemistry

To identify the V2a and V0d neurons in MiV1, MiV2 and CaD nuclei, Mauthner cells and their axons were used as spatial references in the Tg(*Tol-056:GFP*) fish line. Neurobiotin (0.25%, Vector Laboratories) was added to the intracellular solution to reveal the morphology of the V2a and V0d neurons in MiV1, MiV2, and CaD nuclei. A higher concentration of neurobiotin (2%, SP-1120, Vector Laboratories) was injected into the whole-cell recorded V2a and V0d neurons in MiV1, MiV2, and CaD nuclei, which allowed us to label the pretectal V2a neurons via dye coupling. A 500 ms duration threshold current stimulation pulse was applied every 30 sec to the recorded neurons for 30–35 min, facilitating the transport of neurobiotin. The preparations were then fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS, 0.01 M; pH 7.4). After 24-hour fixation, the brains were dissected and processed using streptavidin conjugated to Alexa Fluor 647 (1:400, S32357, Invitrogen) or Alexa Fluor 555 (1:500, S32355, Invitrogen). The brains underwent five washes in PBS, each lasting 5 min. Non-specific protein binding sites were blocked using a mixture of 3% BSA, 2% normal donkey serum, and 1% Triton X-100 in PBS for 30 min at room temperature. The brains were then incubated with streptavidin in 1% Triton X-100 in PBS at 4 °C for 48 h, followed by rinsing in PBS and mounting on coverslips with anti-fading fluorescent mounting medium (Invitrogen). A laser scanning confocal microscope (FV3000, Olympus) was utilized to examine the tissue and acquire fluorescence images. The morphology of the neurons was manually reconstructed in CorelDraw (Corel, https://www.coreldraw.com/).

### Calcium imaging analysis

For calcium imaging, we used the nacre Tg(*elavl3:H2B-GCaMP6s*) fish or Tg(*Chx10:Gal4;UAS: GCaMP6s*). To analyze the calcium responses of individual neurons, image cross-correlation techniques were initially applied for motion correction. Individual regions of interest (ROIs), each representing a neuron in the pretectum, dorsal thalamus, optic tectum, or brainstem, were manually delineated on the averaged image derived from the entire series. For each ROI, the raw fluorescence intensity (*F*) and background fluorescence intensity (*Fb*) were extracted. *F’* = *F* − *Fb* was calculated, and then *ΔF*/*F(0)* = (*F’(t)* − *F0*)*/F0*, where *F’(t)* represents the fluorescence at time *t*, and *F0* is the baseline fluorescence of the cell (average fluorescence over a 5-s period of *F’* inactivity). Gaussian filtering was employed to reduce the noise in the *ΔF*/*F(0)* signal, followed by further smoothing using the Savitzky-Golay filter (sgolayfilt)^71^, yielding each ROI’s peak fluorescence (*Fmax*) and calcium signal amplitude (*Fa* = *Fmax* − *F0*). The calcium response curves were synchronized with the high-speed camera recordings. We focused on the pretectal neurons close to the nMLF region, particularly planes at depths of 64-73 μm according to the Z Brain Atlas (https://zebrafishexplorer.zib.de/home/). ROIs in the pretectum with a *Fa* exceeding 0.3 were defined as responsive neurons (*n1*), based on previously reported evidence suggesting that such a *Fa* level in GCaMP6s-expressing neurons is indicative of action potential activity^72^. This threshold allowed the effective selection and enumeration of recruited neurons within the pretectum. The total number of neurons in the pretectum was denoted as *n*, with the response rate calculated as *n1/n*. The normalized *Fa* values of these responsive neurons were subject to statistical analysis.

### Electrical stimulation

We used the dorsal-up in vivo preparation to perform electrical stimulation of the ventral pretectum. The brain was carefully dissected to allow the stimulation electrode to reach the ventral pretectum. Stimulation was delivered using a stimulus isolator (IsoFlex, A.M.P.I., Israel), which together with a high-speed camera was simultaneously triggered by TTL signals from a Digidata series 1550B digitizer (Axon Instruments, Molecular Devices). This arrangement ensured synchronization of electrophysiology and video recording of tail movement. Short-duration pulses (pulse width: 0.2 ms) were utilized to stimulate the ventral pretectum region using a micropipette with a tip diameter of 2–2.5 μm while performing whole-cell recordings of the V2a and V0d neurons in MiV1, MiV2 and CaD nuclei. Four stimulation intensities (1×, 2×, 5×, 10×) were applied to each preparation. The intensity (1×) represented the threshold stimulation to elicit turning movements. A high Ca^2+^/Mg^2+^ solution (in mM, 109 NaCl, 2.9 KCl, 10 CaCl_2_, 10 MgCl_2_, 10 HEPES, and 10 glucose, pH 7.8 adjusted with NaOH, osmolality 290 mOsm) was employed to identify monosynaptic connections.

### Optogenetic stimulation

We used the dorsal-up in vivo preparation to perform optogenetic stimulation of the ventral pretectum in the Tg(*Chx10:Gal4;UAS:ChR2-mCherry*). Whole-cell recordings were first performed in V2a and V0d neurons in MiV1, MiV2 and CaD nuclei, then the objective (×60, 1.0 NA, Olympus) was shifted to the ventral pretectum to deliver the blue light. Optical stimulation was administered using a Polygon 1000 Digital Micromirror Device (Mightex). Simultaneous performance of optogenetic stimulation, electrophysiology and video recording of tail movement were synchronized using TTL signals from a Digidata 1550B digitizer (Axon Instruments, Molecular Devices). A 50 ms light pulse (470 nm) was used for optical stimulation with four intensities (1×, 2×, 5×, 10×). The intensity (1×) was defined as the threshold for eliciting turning movements (intensity: 4.6–5.2 μW).

### Quantification and statistical analysis

Electrophysiological data were analyzed using Spike2 (Cambridge Electronic Design), Clampfit (Molecular Devices), and MATLAB software (Mathworks). The EPSP amplitudes were calculated as the difference between baseline and peak in mV. The recorded EPSPs or IPSPs represent the average of 30–60 consecutive sweeps. The timing of the spikes in the recorded neurons was shown as raster plots in Fig. 5 and were generated in MATLAB. The calcium response curves were analyzed by a MATLAB script. The heat map and contour plot were also generated in MATLAB. Photoshop (Adobe), Fiji^73^ (NIH) were used to process images. Significant differences between the means in experimental groups and conditions were analyzed by the Student’s *t*-test using Prism 9.0 (GraphPad Software, http://www.graphpad.com/). Differences were considered significant if *P* < 0.05. All data presented are given as mean ± SEM. The number (*n*) given with the mean refers to independent experiments in different animals. All figures were created by the authors using CorelDraw (Corel Corporation).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Data Availability

All data are available in the main text and Supplementary Information. Source data can be accessed at 10.6084/m9.figshare.27937887. Single-cell RNA sequencing raw and processed data files are deposited in the NCBI Gene Expression Omnibus (GSE290157) and can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE290157.

## References

[1] Grillner, S. & El Manira, A. Current principles of motor control, with special reference to vertebrate locomotion. *Physiol. Rev.***100**, 271–320 (2020).31512990 10.1152/physrev.00015.2019

[2] Kiehn, O. Decoding the organization of spinal circuits that control locomotion. *Nat. Rev. Neurosci.***17**, 224–238 (2016).26935168 10.1038/nrn.2016.9PMC4844028

[3] Arber, S. & Costa, R. M. Connecting neuronal circuits for movement. *Science***360**, 1403–1404 (2018).29954969 10.1126/science.aat5994

[4] Goulding, M. Circuits controlling vertebrate locomotion: moving in a new direction. *Nat. Rev. Neurosci.***10**, 507–518 (2009).19543221 10.1038/nrn2608PMC2847453

[5] Leiras, R., Cregg, J. M. & Kiehn, O. Brainstem circuits for locomotion. *Annu Rev. Neurosci.***45**, 63–85 (2022).34985919 10.1146/annurev-neuro-082321-025137

[6] Grillner, S. The motor infrastructure: from ion channels to neuronal networks. *Nat. Rev. Neurosci.***4**, 573–586 (2003).12838332 10.1038/nrn1137

[7] Ferreira-Pinto, M. J., Ruder, L., Capelli, P. & Arber, S. Connecting circuits for supraspinal control of locomotion. *Neuron***100**, 361–374 (2018).30359602 10.1016/j.neuron.2018.09.015

[8] McLean, D. L. & Fetcho, J. R. Movement, technology and discovery in the zebrafish. *Curr. Opin. Neurobiol.***21**, 110–115 (2011).20970321 10.1016/j.conb.2010.09.011PMC3057273

[9] Sillar, K. T., Picton, L. D. & Heitler, W. J. *The Neuroethology of Predation and Escape* (John Wiley & Sons, 2016).

[10] El Manira, A. Modular circuit organization for speed control of locomotor movements. *Curr. Opin. Neurobiol.***82**, 102760 (2023).37597455 10.1016/j.conb.2023.102760

[11] Dunn, T. W. et al. Brain-wide mapping of neural activity controlling zebrafish exploratory locomotion. *eLife***5**, e12741 (2016).27003593 10.7554/eLife.12741PMC4841782

[12] Marques, J. C., Lackner, S., Felix, R. & Orger, M. B. Structure of the zebrafish locomotor repertoire revealed with unsupervised behavioral clustering. *Curr. Biol.***28**, 181–195.e185 (2018).29307558 10.1016/j.cub.2017.12.002

[13] Lacroix-Ouellette, P. & Dubuc, R. Brainstem neural mechanisms controlling locomotion with special reference to basal vertebrates. *Front. Neural Circ.***17**, 910207 (2023).10.3389/fncir.2023.910207PMC1009802537063386

[14] Carbo-Tano, M. et al. The mesencephalic locomotor region recruits V2a reticulospinal neurons to drive forward locomotion in larval zebrafish. *Nat. Neurosci.***26**, 1775–1790 (2023).37667039 10.1038/s41593-023-01418-0PMC10545542

[15] Arber, S. & Costa, R. M. Networking brainstem and basal ganglia circuits for movement. *Nat. Rev. Neurosci.***23**, 342–360 (2022).35422525 10.1038/s41583-022-00581-w

[16] Gabriel, J. P. et al. Principles governing recruitment of motoneurons during swimming in zebrafish. *Nat. Neurosci.***14**, 93–99 (2011).21113162 10.1038/nn.2704

[17] Ausborn, J., Mahmood, R. & El Manira, A. Decoding the rules of recruitment of excitatory interneurons in the adult zebrafish locomotor network. *Proc. Natl. Acad. Sci. USA***109**, E3631–E3639 (2012).23236181 10.1073/pnas.1216256110PMC3535644

[18] Ampatzis, K., Song, J., Ausborn, J. & El Manira, A. Separate microcircuit modules of distinct v2a interneurons and motoneurons control the speed of locomotion. *Neuron***83**, 934–943 (2014).25123308 10.1016/j.neuron.2014.07.018

[19] Song, J., Ampatzis, K., Bjornfors, E. R. & El Manira, A. Motor neurons control locomotor circuit function retrogradely via gap junctions. *Nature***529**, 399–402 (2016).26760208 10.1038/nature16497

[20] Song, J., Dahlberg, E. & El Manira, A. V2a interneuron diversity tailors spinal circuit organization to control the vigor of locomotor movements. *Nat. Commun.***9**, 3370 (2018).30135498 10.1038/s41467-018-05827-9PMC6105610

[21] Song, J. et al. Multiple rhythm-generating circuits act in tandem with pacemaker properties to control the start and speed of locomotion. *Neuron***105**, 1048–1061.e1044 (2020).31982322 10.1016/j.neuron.2019.12.030

[22] Pallucchi, I. et al. Molecular blueprints for spinal circuit modules controlling locomotor speed in zebrafish. *Nat. Neurosci.***27**, 78–89 (2024).37919423 10.1038/s41593-023-01479-1PMC10774144

[23] Berg, E. M. et al. Brainstem circuits encoding start, speed, and duration of swimming in adult zebrafish. *Neuron***111**, 372–386.e374 (2023).36413988 10.1016/j.neuron.2022.10.034

[24] Cregg, J. M. et al. Brainstem neurons that command mammalian locomotor asymmetries. *Nat. Neurosci.***23**, 730–740 (2020).32393896 10.1038/s41593-020-0633-7PMC7610510

[25] Cregg, J. M., Sidhu, S. K., Leiras, R. & Kiehn, O. Basal ganglia-spinal cord pathway that commands locomotor gait asymmetries in mice. *Nat. Neurosci.***27**, 716–727 (2024).38347200 10.1038/s41593-024-01569-8PMC11001584

[26] Huang, K. H., Ahrens, M. B., Dunn, T. W. & Engert, F. Spinal projection neurons control turning behaviors in zebrafish. *Curr. Biol.***23**, 1566–1573 (2013).23910662 10.1016/j.cub.2013.06.044PMC3752323

[27] Kimura, Y., Okamura, Y. & Higashijima, S. alx, a zebrafish homolog of Chx10, marks ipsilateral descending excitatory interneurons that participate in the regulation of spinal locomotor circuits. *J. Neurosci.***26**, 5684–5697 (2006).16723525 10.1523/JNEUROSCI.4993-05.2006PMC6675258

[28] McLean, D. L., Fan, J., Higashijima, S., Hale, M. E. & Fetcho, J. R. A topographic map of recruitment in spinal cord. *Nature***446**, 71–75 (2007).17330042 10.1038/nature05588

[29] Picton, L. D. et al. A spinal organ of proprioception for integrated motor action feedback. *Neuron***109**, 1188–1201.e1187 (2021).33577748 10.1016/j.neuron.2021.01.018

[30] Guan, N. N. et al. A specialized spinal circuit for command amplification and directionality during escape behavior. *Proc. Natl. Acad. Sci. USA***118**, e2106785118 (2021).10.1073/pnas.2106785118PMC854547334663699

[31] Orger, M. B., Kampff, A. R., Severi, K. E., Bollmann, J. H. & Engert, F. Control of visually guided behavior by distinct populations of spinal projection neurons. *Nat. Neurosci.***11**, 327–333 (2008).18264094 10.1038/nn2048PMC2894808

[32] Bollmann, J. H. The zebrafish visual system: from circuits to behavior. *Annu Rev. Vis. Sci.***5**, 269–293 (2019).31525146 10.1146/annurev-vision-091718-014723

[33] Helmbrecht, T. O., Dal Maschio, M., Donovan, J. C., Koutsouli, S. & Baier, H. Topography of a visuomotor transformation. *Neuron***100**, 1429–1445.e1424 (2018).30392799 10.1016/j.neuron.2018.10.021

[34] Baier, H. & Scott, E. K. The visual systems of zebrafish. *Annu. Rev. Neurosci*. **47**, 255–276 (2024).10.1146/annurev-neuro-111020-10485438663429

[35] Isa, T., Marquez-Legorreta, E., Grillner, S. & Scott, E. K. The tectum/superior colliculus as the vertebrate solution for spatial sensory integration and action. *Curr. Biol.***31**, R741–R762 (2021).34102128 10.1016/j.cub.2021.04.001PMC8190998

[36] Naumann, E. A. et al. From whole-brain data to functional circuit models: the zebrafish optomotor response. *Cell***167**, 947–960.e920 (2016).27814522 10.1016/j.cell.2016.10.019PMC5111816

[37] Kramer, A., Wu, Y., Baier, H. & Kubo, F. Neuronal architecture of a visual center that processes optic flow. *Neuron***103**, 118–132.e117 (2019).31147153 10.1016/j.neuron.2019.04.018

[38] Wu, Y., Dal Maschio, M., Kubo, F. & Baier, H. An optical illusion pinpoints an essential circuit node for global motion processing. *Neuron***108**, 722–734.e725 (2020).32966764 10.1016/j.neuron.2020.08.027

[39] Chen, X. et al. Brain-wide organization of neuronal activity and convergent sensorimotor transformations in larval zebrafish. *Neuron***100**, 876–890.e875 (2018).30473013 10.1016/j.neuron.2018.09.042PMC6543271

[40] Xu, L., Guan, N. N., Huang, C. X., Hua, Y. & Song, J. A neuronal circuit that generates the temporal motor sequence for the defensive response in zebrafish larvae. *Curr. Biol.***31**, 3343–3357.e3344 (2021).34289386 10.1016/j.cub.2021.06.054

[41] Koyama, M. et al. A circuit motif in the zebrafish hindbrain for a two alternative behavioral choice to turn left or right. *eLife***5**, e16808 (2016).10.7554/eLife.16808PMC497852027502742

[42] Juvin, L. et al. A specific population of reticulospinal neurons controls the termination of locomotion. *Cell Rep.***15**, 2377–2386 (2016).27264174 10.1016/j.celrep.2016.05.029

[43] Gratsch, S. et al. A brainstem neural substrate for stopping locomotion. *J. Neurosci.***39**, 1044–1057 (2019).30541913 10.1523/JNEUROSCI.1992-18.2018PMC6363936

[44] Severi, K. E. et al. Neural control and modulation of swimming speed in the larval zebrafish. *Neuron***83**, 692–707 (2014).25066084 10.1016/j.neuron.2014.06.032PMC4126853

[45] Thiele, T. R., Donovan, J. C. & Baier, H. Descending control of swim posture by a midbrain nucleus in zebrafish. *Neuron***83**, 679–691 (2014).25066082 10.1016/j.neuron.2014.04.018PMC4157661

[46] Wang, W. C. & McLean, D. L. Selective responses to tonic descending commands by temporal summation in a spinal motor pool. *Neuron***83**, 708–721 (2014).25066087 10.1016/j.neuron.2014.06.021PMC4126198

[47] Fagerstedt, P., Orlovsky, G. N., Deliagina, T. G., Grillner, S. & Ullen, F. Lateral turns in the Lamprey. II. Activity of reticulospinal neurons during the generation of fictive turns. *J. Neurophysiol.***86**, 2257–2265 (2001).11698516 10.1152/jn.2001.86.5.2257

[48] Suzuki, D. G., Perez-Fernandez, J., Wibble, T., Kardamakis, A. A. & Grillner, S. The role of the optic tectum for visually evoked orienting and evasive movements. *Proc. Natl. Acad. Sci. USA***116**, 15272–15281 (2019).31296565 10.1073/pnas.1907962116PMC6660747

[49] Portugues, R. & Engert, F. The neural basis of visual behaviors in the larval zebrafish. *Curr. Opin. Neurobiol.***19**, 644–647 (2009).19896836 10.1016/j.conb.2009.10.007PMC4524571

[50] Gebhardt, C., Baier, H. & Del Bene, F. Direction selectivity in the visual system of the zebrafish larva. *Front. Neural Circ.***7**, 111 (2013).10.3389/fncir.2013.00111PMC368522023785314

[51] Portugues, R., Feierstein, C. E., Engert, F. & Orger, M. B. Whole-brain activity maps reveal stereotyped, distributed networks for visuomotor behavior. *Neuron***81**, 1328–1343 (2014).24656252 10.1016/j.neuron.2014.01.019PMC4448760

[52] Semmelhack, J. L. et al. A dedicated visual pathway for prey detection in larval zebrafish. *eLife***3**, e04878 (2014).25490154 10.7554/eLife.04878PMC4281881

[53] Bianco, I. H. & Engert, F. Visuomotor transformations underlying hunting behavior in zebrafish. *Curr. Biol.***25**, 831–846 (2015).25754638 10.1016/j.cub.2015.01.042PMC4386024

[54] Temizer, I., Donovan, J. C., Baier, H. & Semmelhack, J. L. A visual pathway for looming-evoked escape in larval zebrafish. *Curr. Biol.***25**, 1823–1834 (2015).26119746 10.1016/j.cub.2015.06.002

[55] Orger, M. B. The cellular organization of zebrafish visuomotor circuits. *Curr. Biol.***26**, R377–R385 (2016).27166700 10.1016/j.cub.2016.03.054

[56] Dunn, T. W. et al. Neural circuits underlying visually evoked escapes in larval zebrafish. *Neuron***89**, 613–628 (2016).26804997 10.1016/j.neuron.2015.12.021PMC4742414

[57] Grama, A. & Engert, F. Direction selectivity in the larval zebrafish tectum is mediated by asymmetric inhibition. *Front. Neural Circ.***6**, 59 (2012).10.3389/fncir.2012.00059PMC343285622969706

[58] Wang, K., Hinz, J., Zhang, Y., Thiele, T. R. & Arrenberg, A. B. Parallel channels for motion feature extraction in the pretectum and tectum of larval zebrafish. *Cell Rep.***30**, 442–453.e446 (2020).31940488 10.1016/j.celrep.2019.12.031

[59] Masoner, H. L. & Hajnal, A. Does optic flow provide information about actions? *Atten. Percept. Psychophys.***85**, 1287–1303 (2023).36918506 10.3758/s13414-023-02674-9PMC10013980

[60] Bremmer, F. Visual Neuroscience: the brain’s interest in natural flow. *Curr. Biol.***18**, R263–R265 (2008).18364234 10.1016/j.cub.2008.01.023

[61] Kubo, F. et al. Functional architecture of an optic flow-responsive area that drives horizontal eye movements in zebrafish. *Neuron***81**, 1344–1359 (2014).24656253 10.1016/j.neuron.2014.02.043

[62] Wang, K., Hinz, J., Haikala, V., Reiff, D. F. & Arrenberg, A. B. Selective processing of all rotational and translational optic flow directions in the zebrafish pretectum and tectum. *BMC Biol.***17**, 29 (2019).30925897 10.1186/s12915-019-0648-2PMC6441171

[63] Ullen, F., Deliagina, T. G., Orlovsky, G. N. & Grillner, S. Visual pathways for postural control and negative phototaxis in lamprey. *J. Neurophysiol.***78**, 960–976 (1997).9307127 10.1152/jn.1997.78.2.960

[64] Bouvier, J. et al. Descending command neurons in the brainstem that halt locomotion. *Cell***163**, 1191–1203 (2015).26590422 10.1016/j.cell.2015.10.074PMC4899047

[65] Usseglio, G., Gatier, E., Heuze, A., Herent, C. & Bouvier, J. Control of orienting movements and locomotion by projection-defined subsets of brainstem V2a neurons. *Curr. Biol.***30**, 4665–4681.e4666 (2020).33007251 10.1016/j.cub.2020.09.014

[66] Pujala, A. & Koyama, M. Chronology-based architecture of descending circuits that underlie the development of locomotor repertoire after birth. *eLife***8**, e42135 (2019).30801247 10.7554/eLife.42135PMC6449084

[67] Satou, C. et al. Functional role of a specialized class of spinal commissural inhibitory neurons during fast escapes in zebrafish. *J. Neurosci.***29**, 6780–6793 (2009).19474306 10.1523/JNEUROSCI.0801-09.2009PMC6665578

[68] Kimura, Y. et al. Hindbrain V2a neurons in the excitation of spinal locomotor circuits during zebrafish swimming. *Curr. Biol.***23**, 843–849 (2013).23623549 10.1016/j.cub.2013.03.066

[69] Mirat, O., Sternberg, J. R., Severi, K. E. & Wyart, C. ZebraZoom: an automated program for high-throughput behavioral analysis and categorization. *Front. Neural Circ.***7**, 107 (2013).10.3389/fncir.2013.00107PMC367948023781175

[70] Huang, X. H. et al. Time series -means: a new -means type smooth subspace clustering for time series data. *Inf. Sci.***367**, 1–13 (2016).

[71] Schafer, R. W. What a Savitzky-Golay filter? *IEEE Signal Proc. Mag.***28**, 111–117 (2011).

[72] Chen, T. W. et al. Ultrasensitive fluorescent proteins for imaging neuronal activity. *Nature***499**, 295–300 (2013).23868258 10.1038/nature12354PMC3777791

[73] Schneider, C. A., Rasband, W. S. & Eliceiri, K. W. NIH Image to ImageJ: 25 years of image analysis. *Nat. Methods***9**, 671–675 (2012).22930834 10.1038/nmeth.2089PMC5554542

# Supplementary material for: Separate brainstem circuits for fast steering and slow exploratory turns
**Source:** Nat Commun. 2025 Apr 3;16:3207. doi: 10.1038/s41467-025-58621-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Digidata series 1550B Digitizer (Axon Instruments, Molecular Devices, USA).<br>Signal amplifier: MultiClamp 700B (Axon Instruments, Molecular Devices, USA).<br>Motorized micromanipulator: S-UI3300 (Scientifica, UK).<br>Behavior was simultaneously recorded using a high-speed camera (MV-SUA133GC, Mindvision, China) equipped with a lens (XF-MH02X149, China), triggered by a Digidata series 1550B Digitizer.<br>FV3000 Olympus scanning confocal microscopy (Olympus, Japan).<br>Confocal microscope combining an upright microscope (SZX16, Olympus, Japan).<br>Behavior was imaged using a high-speed camera (EoSens CL, MIKROTRON, Germany) with a lens (HC3505A, CHIOPT, China). The video was captured by a video grabber (DVR Express Core, IO Industries, UK).<br>Two-photon microscope (Scientifica, UK) equipped with IR differential interference contrast optics and a CCD camera with frame grabber (QIMAGING).<br>Optical stimulation was administered using a Digital Micromirror Device (Polygon 1000, Mightex). |
| Data analysis   | ZebraZoom ( <a href="https://github.com/oliviermirat/ZebraZoom">https://github.com/oliviermirat/ZebraZoom</a> , v1.33.02),<br>Fiji ( <a href="https://fiji.sc/Fiji">https://fiji.sc/Fiji</a> , v1.53r),<br>Data analysis was done either in Matlab (R2022a) or in Graghpad prism 9.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Relevant data supporting the key findings of this study are its Supplementary Information files are available at Figshare through a public link: <https://doi.org/10.6084/m9.figshare.27937887>. Single-cell RNA sequencing raw and processed data files are available through the NCBI Gene Expression Omnibus (GEO) under the accession number GSE290157.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample-size was estimated base on 3R principles.

### Data exclusions

For figure 2, two-photon imaging combined with behavioral experiments excluded imaging data corresponding to struggling behavior.  
In figure 3, electrophysiology combined with behavioral experiments excluded electrophysiological recordings corresponding to struggling behavior.  
In figure 6, optogenetics combined with behavioral experiments excluded data corresponding to struggling behavior.  
In the study, behaviors exhibiting clear struggling were excluded from the behavior bout data of both control and ablation animals.  
The exclusion criteria were not pre-established.

### Replication

All experimental findings were verified by performing at least three independent replications. Each replication produced consistent results, confirming the reproducibility of the findings.

## Randomization

All samples were randomly allocated into experimental groups.

## Blinding

The investigators were blinded to group allocation during data analysis. During data collection blinding was not relevant given the methodological approach or the experimental design.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Experiments were performed at 24–26°C on animals aged between 12 and 14 days post fertilization. The following transgenic lines were used in this study:  
Wild type,  
Tg(Glyt2:GFP),  
Tg(Chx10:GFP),  
Tg(chx10:GCaMP6s),  
Tg(elavl3:H2B-GCaMP6s),  
Tg(mitfaw2-w2:roya9-a9),  
Tg(Tol-056:GFP),  
Tg(Chx10:Gal4;UAS:ChR2-mCherry).

## Wild animals

The study did not involve wild animals.

## Reporting on sex

The study used 12–14 day old zebrafish, which do not exhibit sexually dimorphic characteristics. Therefore, sex was not considered in the study design, and no methods were used for assigning sex. Data disaggregated by sex were not collected, and no sex-based analyses were performed.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

All experimental protocols were approved by the Animal Use Committee of Tongji University and were performed in accordance with the relevant laws and regulations of the People's Republic of China, including the Guidelines for the Care and Use of Laboratory Animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

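RNA of single CaD neurons, each from a different fish according to the labels, was sequenced by the authors as paired reads of 150 bp in 8 libraries of 1 group. The authors processed the reads with their own scripts, counted reads per gene with HTSeq v0.6.0 and deposited FPKM, computed from gene length and read count; the paper's text names no aligner, genome build or annotation. All 8 columns of values were used.

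The reads counted in each library, the length of each feature and the whole reads behind each FPKM value were recovered from the ratios of the values between libraries. The recovered reads added up to between 99.87% and 99.95% of the recovered library totals. The recovery was tested on simulated data of 12000 features, once with 1 library made by pooling 3 others with further reads and once with separate libraries. All 8 totals were recovered in both simulations, and all reads were recovered for 99.1% and 99.2% of the 4666 features detected in at least 5 libraries. Over all simulated features detected in any library, the share was 88.9% and 91.9%. In the pooled simulation the deepest library equalled the sum of the 3 at 40.3% of features, against 1.42% in the other. The pooled library lay below the sum at 0% of features, which its making fixed in advance, against 25.0% in the other simulation. With 12000 features against 37287 in the real libraries, more reads fell on each. These shares are therefore not like measures for the real ones. An earlier version of the recovery had failed this test and was changed; the totals it gave for the real libraries were unchanged by the change.

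A feature counted as detected at an FPKM of at least 1. Correlations between libraries are Spearman correlations over features with an FPKM of at least 1 in at least 1 library. Since M1 equalled or exceeded the summed reads of M11, M16 and M17 at 96.6% of features and may not be independent of them, relations between measures across libraries were computed over the 7 libraries without M1, with exact permutation tests over all 5040 pairings and Benjamini-Hochberg adjustment over the 6 p-values of 3 relations. There was no second group, so no test between conditions was made.

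Of 19 results set out before the data were examined, 2 were computed: the median number of detected genes and the median correlation between cells. The other 17 concern marker genes by name and were not run, because 0 of the Ensembl IDs could be paired with a gene name through the reference table used here. The genes to be named were to be those of a marker list, those the paper names and the 5 features with the highest median FPKM. The last of these alone could be applied, and 2 of the 5 are printed by their IDs, the highest and the one with the widest range, the latter picked after its values were seen. The alternatives tried were other detection limits, rescaling to the same total in each cell, other sets of features and Pearson's correlation on log2(FPKM + 1), and, chosen after seeing the data, leaving out M1, leaving out the highest feature and rescaling the rest, drawing the reads down to the shallowest library, and Ensembl IDs only. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.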

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

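All tests in this part were chosen after the patterns had been seen, and the test on features without an Ensembl ID was also changed after its first value was seen. No biological explanation was tested, since all libraries belong to 1 group.

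Of 11 measures compared between the 8 libraries, the number of counted reads had 1 library far from the others: the gap between M1 and the next library was 0.897 of the whole range, above Dixon's critical value of 0.526. By chance about 1 in 20 measures would be so. The other 10 measures had no such library. The relation of M1 to other libraries was noticed in a search that compared libraries with sums of 1 to 4 others, and 3 explanations were then tested. If M1 was made from the reads of M11, M16, M17 and further reads, it should equal or exceed their sum at nearly all features. It equalled the sum at 43.6% of features with at least 10 summed reads, against 15.0% for the best of the 34 other choices of 3 libraries, and lay below it at 3.44%. The share of equal features was 70.2% at 10 to 100 summed reads, 34.5% at 100 to 1000 and 1.71% above, where further reads would be most frequent. If M1 was a separate, deeper library of a similar cell, M11, M16 and M17 should exceed it as often as the other libraries do. M11 had more reads than M1 at 0% of its features, M16 at 0.944% and M17 at 0.728%, while M2, M5, M6 and M9 did so at 18.7% to 33.7%. This test cannot decide, because the 3 libraries were picked by a search on their sum, which leaves each of them little room to exceed M1. The share of equal features is the observation that prompted the tests, and the search behind it covered more than the 35 sets of 3 libraries. In simulated separate libraries the share was 1.42%, and the best of the 34 other sets of 3 reached 15.0%. At 43.6%, the equal features therefore go against a separate library, although the full search was not allowed for. If M11, M16 and M17 were random parts of one library, they should correlate closely with each other. Their median correlation was 0.476, lower than the 0.644 among M2, M5, M6 and M9. M1 may therefore contain most reads of M11, M16 and M17 together with others. M16 and M17 each have 20 features with no read in M1, and M11 has 0, so M1 does not hold all reads of M16 and M17 as deposited. The 613 features at which M1 lies below the sum, 12086 reads short over all features, are not accounted for by pooling. Simulated separate libraries lay below the sum at 25.0% of features, though with more reads on each feature than here. A library made by plain pooling cannot lie below the sum, so the 0% in its simulation was fixed in advance. The 3.44% seen here therefore goes against a plain pool of the deposited read numbers. What else sets these features apart was not tested.

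Beyond the sum of M11, M16 and M17, M1 had more than 3 further reads on 7052 features, a signal that the paper does not treat separately. The further reads number 13656553, or 28.6% of M1, and ENSDARG00000080337 takes 60.1% of them. Taken as a library of their own they have 4779 features with an FPKM of at least 1, and their Spearman correlation with the 7 other libraries is between 0.469 and 0.576. Adding M2, M5, M6 or M9 as a further part leaves M1 below the sum at 58.7% to 80.2% of features, so none of these 4 libraries in full makes up the rest. Whether the rest is 1 cell was not tested.

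Features that the files list by a running number in place of an Ensembl ID are not discussed in the paper, and 476 of them had more than 3 reads in each of the 7 libraries without M1. They were detected in fewer libraries than features with an Ensembl ID. Of those with an FPKM of at least 1 in any of the 7, 43.1% had it in 1 library only, against 23.6% of features with an Ensembl ID, a difference of 19.4 percentage points. Fewer reads on these features are a candidate explanation. Compared within bins of summed reads, the difference averaged over the bins was -5.28 percentage points. This cannot decide the question, because the reads summed over the 7 libraries themselves depend on how many libraries a feature is detected in. The average is weighted by the number of features without an Ensembl ID, of which 2087 of 4510 lie in the bin of 10 to 100 reads, and above 1000 reads nearly no feature of either kind is detected in 1 library only. The pattern therefore cannot be told apart from fewer reads on these features. At 10 to 100 reads 58.6% were detected in 1 library only, against 69.6% with an Ensembl ID, and at 100 to 1000 reads 11.7% against 12.4%. The test first took the largest difference over bins from 10 reads upwards, which was 0 because the highest bin had 0% in both; the average over bins, with a bin below 10 reads added, replaced it. In that added bin the values were 95.3% and 94.8%. Gene length and reads shared between overlapping features were not tested.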

How the results depend on the processing

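The 2 results computed were tried under 11 alternatives, 6 of them fixed in advance and 5 chosen after seeing the data. Under 7 of them the value stayed within 1.5 times the main count or within 1 SD of the main correlation, and under 4 it did not. The SD, 0.0572, was taken over the 8 libraries, each with its median correlation with the others.

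The median number of detected genes, 11303.5, was 5922 with an FPKM limit of 5 (6017 without M1). It was 16144 with any FPKM above 0 (15025 without M1) and 12493.5 with FPKM rescaled to the same total in each cell. Of the alternatives added later, leaving out M1 gave 10971, leaving out the highest feature and rescaling the rest 12286.5, and drawing the reads down to the shallowest library 11312.5. The median correlation between cells, 0.577, was 0.675 over all features, 0.732 over features with an FPKM of at least 1 in every cell and 0.706 as Pearson's correlation on log2(FPKM + 1). The cause was not tested. Leaving out M1 gave 0.558, with features chosen among the 7 libraries, and Ensembl IDs only gave 0.625; both were added later.

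The alternatives for the 17 results on marker genes were not run, as no ID could be paired with a gene name. The same FPKM rests on different numbers of reads: at the median feature length, an FPKM of 1 is 14.3 reads in the shallowest library and 69.2 in M1. Drawing the reads down removes most from M1, the deepest library, which lies above the median. The other libraries except M16 lose reads too, and detected genes per library were not compared before and after. The value of 11312.5 therefore says little on how depth affects detection.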

Other observations

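The relations and the split below were tested only after the values had been seen, over the 7 libraries without M1. No biological explanation was tested, since all libraries belong to 1 group.

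Libraries in which ENSDARG00000080337 took a larger share of the reads had fewer genes detected. Over n = 7 libraries, Pearson's r was -0.947 (two-sided exact permutation test, p = 0.00198, adjusted p = 0.00595) and Spearman's rho was -0.929 (exact permutation test, p = 0.00675, adjusted p = 0.0101). Without the 2 libraries farthest from the median share, r was -0.884. Adjustment was over the 6 p-values of 3 relations. M11, M16 and M17 on one side and M2, M5, M6 and M9 on the other are too few to test the relation within each. A difference in depth cannot be told apart as an explanation with 7 libraries: counted reads against genes detected gave a rho of 0.321 (exact permutation test, p = 0.498, adjusted p = 0.498) and an r of 0.434 (exact permutation test, p = 0.310, adjusted p = 0.372), with an r of 0.0805 without the 2 farthest. Counted reads also include those of the highest feature, 21.8% of them in M6 and 56.8% in M17. They therefore do not measure the depth left for the other genes, which was not compared with genes detected. If the highest feature only lowered the FPKM of all others, the relation should go once it is left out and the rest rescaled. It stayed, with a rho of -0.929 (exact permutation test, p = 0.00675, adjusted p = 0.0101) and an r of -0.945 (exact permutation test, p = 0.00159, adjusted p = 0.00595), or -0.921 without the 2 farthest. This test covers the highest feature alone. The feature with the second highest median FPKM was kept, and its FPKM also ran from 19051.5 in M5 to 49860.3 in M17. A like effect of other high features therefore cannot be told apart. The amount or quality of RNA in each cell was not measured in the files and remains a possible explanation.

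M11, M16 and M17, whose summed reads M1 equals at 43.6% of features, might share a library batch. Of 14410 features with a mean FPKM of at least 1, 884 separated these 3 libraries from the other 4 without overlap (127 higher and 757 lower), or 6.13% where chance gives 5.71%. Of the 35 splits of the 7 libraries into 3 and 4, 8 separated as many features, this one included, and the splits ranged from 289 to 2154 features. A library batch shared by M11, M16 and M17 was therefore not visible in the number of separated features.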
